# Redefining development in *Streptomyces venezuelae*: integrating exploration into the classical sporulating life cycle

**DOI:** 10.1128/mbio.02424-23

**Published:** 2024-03-12

**Authors:** Evan M. F. Shepherdson, Marie A. Elliot

**Keywords:** *Streptomyces*, development, sporulation, siderophores, gene regulation

## Abstract

Two growth modes have been described for the filamentous *Streptomyces* bacteria. Their classic developmental life cycle culminates in the formation of dormant spores, where movement to new environments is mediated through spore dispersal. In contrast, exploratory growth proceeds as a rapidly expanding vegetative mycelium that leads to extensive surface colonization and is associated with the release of volatile compounds that promote alkalinization (and reduced iron bioavailability) of its surrounding environment. Here, we report that exploratory growth in *Streptomyces venezuelae* can proceed in tandem with classic sporulating development in response to specific nutritional cues. Sporulating exploration is not accompanied by a rise in environmental pH but has the same iron acquisition requirements as conventional exploration. We found that mutants that were defective in their ability to sporulate were unaffected in exploration, but mutants undergoing precocious sporulation were compromised in their exploratory growth and this appeared to be mediated through premature activation of the developmental regulator WhiI. Cell envelope integrity was also found to be critical for exploration, as mutations in the cell envelope stress-responsive extracytoplasmic function sigma factor SigE led to a failure to explore robustly under all exploration-promoting conditions. Finally, in expanding the known exploration-promoting conditions, we discovered that the model species *Streptomyces lividans* exhibited exploration capabilities, supporting the proposal that exploration is conserved across diverse streptomycetes.

**IMPORTANCE:**

*Streptomyces* bacteria have evolved diverse developmental and metabolic strategies to thrive in dynamic environmental niches. Here, we report the amalgamation of previously disparate developmental pathways, showing that colony expansion via exploration can proceed in tandem with colony sporulation. This developmental integration extends beyond phenotype to include shared genetic elements, with sporulation-specific repressors being required for successful exploration. Comparing this new exploration mode with previously identified strategies has revealed key differences (e.g., no need for environmental alkalinization), and simultaneously allowed us to define unifying requirements for *Streptomyces* exploration. The “reproductive exploration” phenomenon reported here represents a unique bet-hedging strategy, with the *Streptomyces* colony engaging in an aggressive colonization strategy while transporting a protected genetic repository.

## INTRODUCTION

*Streptomyces* are Gram-positive filamentous bacteria that are ubiquitous in the soil and the sediments of aquatic ecosystems. They are renowned for their specialized metabolism: they are a dominant source of natural products with antibiotic activity (1, 2), and produce a multitude of compounds with antifungal, immunosuppressant, pesticide, herbicide, and other bioactive properties (3–7). Beyond their impressive biosynthetic capabilities, *Streptomyces* have a complex multicellular, sporulating life cycle. This life cycle begins with spore germination, followed by hyphal tip extension and branching (8, 9). The resulting vegetative mycelium continues growing until reproductive growth initiates, where reproductive growth involves raising unbranched aerial hyphae and subsequently converting these hyphal filaments into chains of dormant spores. Recently, a new growth mode termed “exploration,” has been identified as an alternative to the classical sporulating developmental life cycle (10, 11). Exploration is characterized by the rapid outgrowth of vegetative-like hyphae across a solid surface, allowing these canonically non-motile bacteria to colonize areas far from their initial site of inoculation.

Multiple growth conditions are now known to induce exploratory growth, and exploration under these different conditions share several defining characteristics (10, 12). First, exploration is associated with a significantly increased rate of surface area expansion on solid medium, compared with growth during its classical life cycle. Second, exploring colonies develop unique surface morphologies characterized by networks of wrinkles, blisters, and buckles that are particularly prevalent near the colony center. And finally, exploring colonies emit trimethylamine, a small basic volatile organic compound that raises the pH of the surrounding area (10, 13). A major consequence of this environmental alkalinization is a corresponding decrease in iron bioavailability (13). This leads to growth inhibition of other microbes in the vicinity and serves as a chemical communication signal that both reinforces the exploration response in the producing *Streptomyces* colonies and promotes the initiation of exploratory behavior by nearby streptomycetes.

Iron limitation and adaptation to iron scarcity are critical for exploration success. *Streptomyces venezuelae* can secrete a suite of desferrioxamine siderophores that assist in surviving their self-imposed iron limiting environment (13). An additional siderophore (foroxymithine) is induced during growth on exploration plates supplemented with glycerol (12). Interestingly, while foroxymithine and desferrioxamine are partially redundant during monoculture growth, the two siderophores exhibit distinct spatial organization, and foroxymithine is critical for effective exploration in competitive culturing conditions (e.g., co-culture with yeast).

Here, we identify a new exploration-promoting condition that induces the growth of *S. venezuelae* in a way that combines characteristics of both exploratory and sporulating growth. This integration of disparate developmental pathways stemmed from the addition of glycerol to classical sporulation growth media. Transcriptional profiling revealed global changes in gene expression between exploration on this glycerol-supplemented medium relative to growth on its unsupplemented, classical development medium. In dissecting the regulation of these sporulating, exploring cells, we observed that the developmental regulators BldD and RsiG were required for wild-type growth, as was the extracytoplasmic function (ECF) sigma factor SigE. Unexpectedly, we discovered that exploration under these conditions was not accompanied by a rise in pH. Despite this lack of environmental alkalinization, iron availability and siderophore synthesis remained critical for growth and development, with the alternative foroxymithine siderophore being a key player. Finally, we show that glycerol supplementation of classical growth medium can not only promote the exploration of *S. venezuelae,* but it can also stimulate exploration in the model organism *Streptomyces lividans*, for which exploratory growth has not previously been observed.

## RESULTS

### Glycerol supplementation of sporulation-promoting medium stimulates exploratory-like growth

Previous investigations into *Streptomyces* exploration revealed that the addition of glycerol to YP (yeast extract, peptone) medium dramatically enhanced the exploration phenotype (11, 12). Relative to unsupplemented plates, glycerol-grown colonies had an accelerated growth rate, colonized a larger surface area, and developed a more wrinkled surface morphology than previously reported exploring colonies (Fig. 1A). To gauge whether this glycerol response was confined to cells growing on YP-based media, we inoculated *S. venezuelae* strain NRRL B-65442 to a growth medium that supports classical sporulating development (malt extract, yeast extract, maltose, or MYM), both with and without added glycerol (MYM and MYMG, respectively). Unexpectedly, growth on MYMG shared characteristics with both classical development and exploration (Fig. 1A).

**Fig 1:**
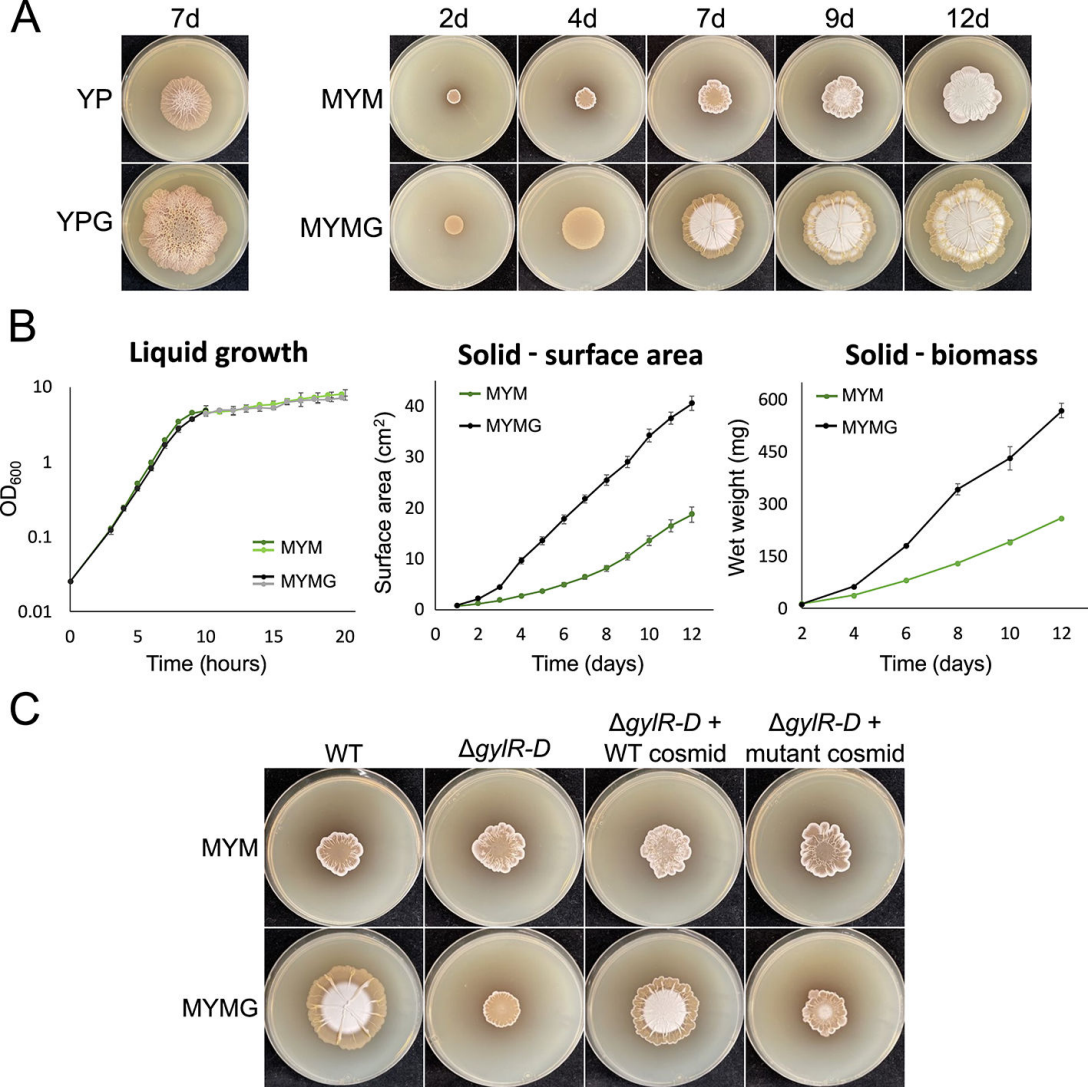
Growth of *S. venezuelae* on MYMG. (**A**) Left: photos of wild-type *S. venezuelae* exploring on YP and YPG (YP supplemented with glycerol) at 7 days of growth. Right: Photos of *S. venezuelae* spotted to MYM and MYMG over the course of 12 days. The same inoculum (volume and cell source) was used for each plate, and the plates were incubated at the same time. (**B**) Quantification of wild-type *S. venezuelae* growth rates in MYM and MYMG as measured by optical density at 600 nm (OD_600_) in liquid medium (left, three replicates per data point), colony surface area on solid medium (middle, six replicates per data point), and colony wet weight on solid medium (right, three replicates per data point). Error bars represent one standard deviation. Measurements for the liquid growth curve were performed for two sets of flask cultures, one over the first 10 hours of growth (darker lines) and one over the final 10 hours of growth (lighter lines). (**C**) Wild-type *S. venezuelae*, an isogenic glycerol catabolism operon mutant (Δ*gylR-D*), and Δ*gylR-D* complemented with wild-type copies of the genes on a cosmid or a vector control (mutant cosmid lacking the *gyl* genes) were spotted to MYM and MYMG and imaged after 7 days of growth.

These MYMG-grown colonies formed radially extending wrinkles that were reminiscent of YP-grown explorer colonies (Fig. 1A) and displayed concentric rings of aerial hyphae and spores (where aerial growth appears as whitish regions on the plates), which had not previously been associated with exploration. Analogous to supplementing YP with glycerol (YPG), colonies on MYMG expanded significantly faster than colonies growing on MYM (Fig. 1A and B). Exploration-like colony growth/expansion thus appeared to be occurring concurrently with progression through the classical, sporulating life cycle in the central region of the colony (Video S1).

To further investigate the capacity of MYMG to support exploratory-like growth, we generated growth curves for *S. venezuelae* grown on solid or in liquid MYM and MYMG, and compared growth, surface area, and biomass accumulation (Fig. 1B). Glycerol supplementation of solid culture stimulated significant increases in both surface area and biomass relative to unsupplemented cultures, suggesting enhanced growth rates that were in line with colonies exploring on YP and YPG (11, 12). Surprisingly, these growth rate differences were confined to solid culture growth; in liquid, the growth profiles for MYM- versus MYMG-grown cultures were virtually indistinguishable (Fig. 1B). This suggested that exploration on solid culture may employ a different growth program than in liquid.

To eliminate the possibility that the MYMG phenotype on plates was mediated by altered physical properties of the growth medium as a result of glycerol supplementation, we inoculated wild-type *S. venezuelae* alongside an isogenic strain in which the operon responsible for glycerol uptake and catabolism was deleted. Growth of the mutant strain revealed a loss of rapid expansion capabilities on MYMG compared with wild type, and this phenotype could be complemented by reintroducing the glycerol uptake/catabolism operon (Fig. 1C). These results supported the use of an alternative growth strategy by wild-type *S. venezuelae*, where the rapid expansion of the wild-type strain required glycerol uptake and metabolism, and was not due to any biophysical properties conferred by glycerol.

We had previously seen that the enhanced exploration phenotype on YPG was specific to glycerol, with no other carbon source having an equivalent effect (12). To determine whether this was also true for MYMG, we tested the behavior of *S. venezuelae* growing on MYM supplemented with different carbon sources (Fig. S1). Many of the tested carbon sources (galactose, maltose, mannitol, sorbitol, and sucrose) gave rise to colonies that grew similarly to those without supplementation (MYM), with exceptions being arabinose (similar to glycerol/MYMG), succinate (faster expansion but with full complete sporulation), glucose (impaired aerial development and exploration), and acetate (no growth) (Fig. S1).

### Global transcriptional changes are observed between growth on MYM and MYMG

Given the distinct growth characteristics observed for MYMG- relative to MYM-grown cultures, and the similarities of MYMG-grown colonies to exploration, we sought to compare transcription profiles of colonies grown on MYM with or without glycerol supplementation. We isolated and sequenced RNA from colonies grown for 2 days (early), 4 days (mid), and 7 days (late) on MYMG, or 2 days and 4 days on MYM (e.g., Fig. 1A). 

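RNA from 10 libraries was compared, with 2 replicates in each of 5 conditions. MYM was sampled at 2 and 4 d, and MYMG, which is MYM with 2% glycerol, at 2, 4, and 7 d. The authors deposited transcript abundances that DESeq2 had normalized for library size, for 7376 genes in 3 tables. The tables were normalized separately, over all 10 libraries, over the 4 libraries of 4 d, and over the 6 MYMG libraries. In each library every value was a whole multiple of the same step (tolerance of 0.001 reads), which is what 1 read was worth there, and dividing by this step gave back the number of reads counted on each gene. The reads on genes came to 516856 and 507072 on MYM at 2 d and to 238330 and 217538 on MYM at 4 d. On MYMG they were 755736 and 841164 at 2 d, 724811 and 572996 at 4 d, and 196215 and 388143 at 7 d, each pair in the order of replicates 1 and 2. The median gene had between 2 and 14 reads in a library, and between 5159 and 6400 genes had at least 1 read. In the table of all libraries 1 read was worth a normalized value of 0.482 in MYMG 4 d replicate 1 and of 2.83 in MYMG 7 d replicate 1, so low transcripts were resolved least well in the late MYMG library.

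Each comparison was made within the table normalized for it. The test was limma with an intensity trend, on log2(normalized value + 1), over genes with a mean normalized value of at least 10, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are on this log2 scale, which understates the change of genes with few reads. With 2 replicates against 2, an exact two-sided permutation test cannot give a p below 0.333, so the adjusted p-values come from limma, which pools the spread across genes. The spread over time on MYMG was estimated from all 6 MYMG libraries. The program that counted reads on genes, its treatment of reads matching several genes, and the gene annotation are not given in the sources used here. Counting intervals and floors given for genes with few reads cover counting error only.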

Our transcriptomic data revealed global changes in gene expression, both between growth conditions and over time within a single condition. 

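Over the 3257 genes with a mean normalized value of at least 10 in the table of all libraries, log2 values of replicates and of different conditions were correlated. Between replicates Pearson's r across genes was 0.985 on MYMG at 2 d, 0.965 on MYMG at 4 d, 0.943 on MYM at 2 d, 0.928 on MYM at 4 d, and 0.897 on MYMG at 7 d. Between libraries of different conditions r ranged from 0.647, for MYM at 4 d against MYMG at 2 d, to 0.947, for MYMG at 4 d against MYMG at 2 or 7 d. The highest values between conditions therefore lay above the r of the replicates of MYM at 2 d, MYM at 4 d, and MYMG at 7 d. The counts of every replicate pair differed by more than sampling noise, with a chi-square of between 1.37 and 7.93 times its degrees of freedom, so no pair looked like copies of a single library. The first principal component held 52.8% of the variance and the second 20.6%. On the first component the MYM 4 d libraries lay at 44.2 and 45.5 and the MYMG 4 d libraries at -13.8 and -17.7. The MYMG 2 d libraries lay at -35.2 and -36.5 and the MYMG 7 d libraries at -0.78 and -13.2, so the order by day on MYMG exceeded the spread of its replicates between 2 and 4 d but not between 4 and 7 d. Those 7 d replicates were apart on the second component, at -42.6 and -17.0.

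**Figure D1:**
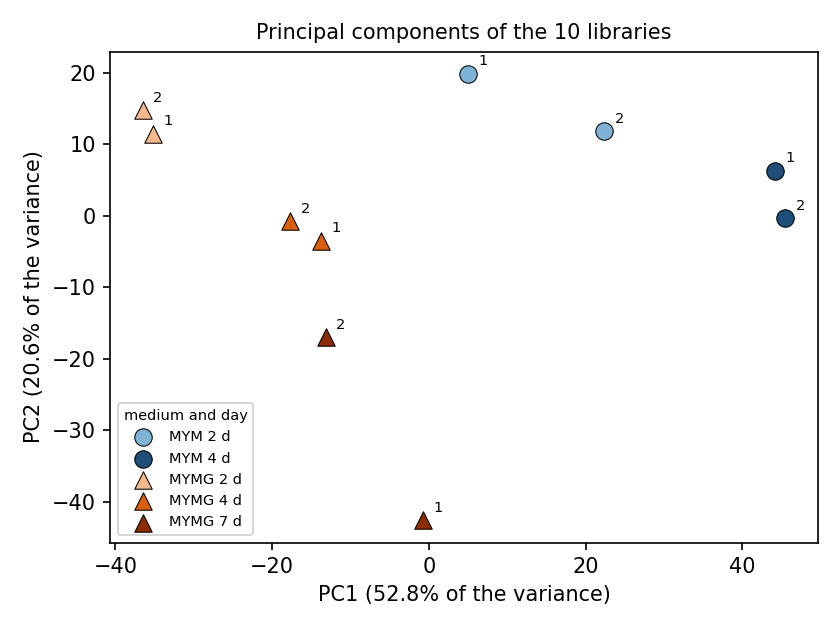
Principal components of log2(normalized value + 1) over 3257 genes, with the first component (52.8% of the variance) on the x axis and the second (20.6%) on the y axis. Each symbol is 1 of the 10 libraries, with its replicate number beside it, circles for MYM and triangles for MYMG, darker for later days. MYM libraries lie to the right of all MYMG libraries, and replicates 1 and 2 of MYMG at 7 d are far apart.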

At 4 days, 521 genes were differentially expressed (adjusted *P*-value <0.05) when comparing MYM- and MYMG-grown cells, while 499 genes were differentially expressed when comparing early and late timepoints for MYMG. 

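Of 3199 genes tested at 4 d, 1013 had a limma adjusted p below 0.05 between media, with 583 higher and 430 lower on MYMG. From 2 to 7 d on MYMG, 723 of 3419 genes passed, with 313 higher and 410 lower at 7 d. At 4 d the count moved most when the recovered reads of all genes were tested with DESeq2 and its independent filtering, which gave 514 genes. Over time it moved most as a ratio when a 2 d library was left out, with 84 genes passing without MYMG 2 d replicate 2 and 119 without replicate 1, a fit in which the lone 2 d library is assumed to vary like the other days. Leaving out MYMG 7 d replicate 2 gave 1643 genes. At 4 d the counts were 628 without MYMG 4 d replicate 1 and 550 without replicate 2. Rescaling the libraries to the same total moved the median log2 fold change of all genes by 0.17 at 4 d and by -0.19 over time. The share of genes passing that were higher then went from 57.6 to 71.1% at 4 d and from 43.3 to 31.2% over time. Between them the 2 comparisons shared 398 genes, of which 363 went in opposite directions, that is, lower on MYMG at 4 d and rising with time on MYMG or the converse. From these comparisons the paper states that gene expression changed globally, both between the growth conditions and over time within a condition.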

Functional categorization of the differentially expressed genes by Clusters of Orthologous Groups (COGs) revealed strong representation among genes associated with both primary and secondary metabolism (Fig. 2). Specifically, we found that many of the trends seen when comparing gene expression on YP and YPG (11, 12) were mirrored here. 

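The genes of nitrogen, glycerol, and carbon metabolism in Tables S1 and S2 were chosen by the paper from these same libraries, so counts over these lists are not independent evidence. All 16 nitrogen genes passed the threshold at 4 d over all genes tested, and also 16 adjusted over the list alone, with 14 higher and 2 lower on MYMG. Without MYM 4 d replicate 1, 15 of the 16 passed. The ammonia channel gene amtB (vnz_26110) had 0 reads in the MYM libraries and 893 in those of MYMG, where its normalized value was 239 ± 21.5 (SD, n = 2). Against a floor of 3 reads over the MYM group, amtB was at least 91.3-fold higher, and nirD (vnz_11150), also at 0 reads on MYM, at least 44.1-fold higher. These bounds were 43.4-fold and 20.9-fold without MYM 4 d replicate 1, and 47.9-fold and 23.1-fold without replicate 2. A nitrite reductase gene, vnz_11080, had 1 read on MYM and 1325 on MYMG, a ratio of 406 (95% counting interval of 72.8 to 16061), which was 193 without MYM 4 d replicate 1, while without replicate 2, where MYM had 0 reads, it was at least 71.0-fold higher. The nitrite reductase large subunit gene vnz_11145 had 756 ± 138 on MYMG and 3.62 ± 2.75 on MYM (SD, n = 2), a log2 fold change of 7.48 (SE 0.38, limma adjusted p = 2.69e-06), or 6.84 without MYM 4 d replicate 1 and 8.13 without replicate 2. Lower on MYMG was the nitrate/nitrite transporter gene vnz_14970, by a log2 fold change of -1.43 (SE 0.25, adjusted p = 0.00307). The median of the 16 was 5.54, or 5.17 with amtB and nirD at their bounds, and 6.19 without MYM 4 d replicate 2. Over time on MYMG 10 of the 16 passed, and 12 adjusted over the list alone.

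The genes for glycerol uptake and use were all higher on MYMG at 4 d. The aquaporin family gene vnz_06120 had 339 ± 2.81 on MYMG against 56.2 ± 8.58 on MYM, the glycerol kinase gene vnz_06125 415 ± 111 against 68.9 ± 2.29, and the glycerol-3-phosphate dehydrogenase gene vnz_06130 844 ± 32.0 against 110 ± 37.3 (SD, n = 2). Their log2 fold changes were 2.58, 2.55, and 2.97, with SEs of 0.20 to 0.25 and adjusted p-values of 4.57e-05, 1.03e-04, and 6.54e-05. The IclR family regulator gene vnz_06115 changed by 1.00 (SE 0.21, adjusted p = 0.00747), and passed in 16 of 18 alternatives, whose adjusted p ranged from 0.000725 to 0.0655. Of 47 carbon metabolism genes, 44 passed at 4 d and 45 adjusted over the list alone, and between 36 and 42 of the 44 passed with a library left out, the fewest without MYMG 4 d replicate 2. They went both ways, with 24 of the 38 in Table S1 higher and 14 lower. The 1-phosphofructokinase gene vnz_15015 had 105 ± 19.7 on MYMG and 15.9 ± 1.11 on MYM, whereas vnz_21105, for subunit K of the NADH-quinone oxidoreductase, fell by 2.71 on the log2 scale (SE 0.52, adjusted p = 0.00532). Its MYMG values were low, at 2.28 and 2.66, where 1 read was worth 0.456 and 0.665. From 2 to 7 d, 22 of 46 carbon genes passed and 27 adjusted over the list alone, but by limma 3 of the 22 passed without MYMG 2 d replicate 1 and 0 without replicate 2, where 21 and 19 had an unadjusted p below 0.05. No other tool was run with a library left out.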

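The 16 chloramphenicol genes of Table S1, also chosen from these libraries, all passed at 4 d. They were higher on MYMG, by log2 fold changes of 2.80 to 5.34 with a median of 4.17. The gene cmlS (vnz_04475), listed as an alkylhalidase, had 1098 ± 174 on MYMG and 50.0 ± 7.76 on MYM (SD, n = 2), a log2 fold change of 4.43 (SE 0.22, limma adjusted p = 2.03e-06). The largest fold change, that of vnz_04450, rests on a MYM value of 7.07 ± 0.491 (SD, n = 2), where 1 read was worth 1.68 and 1.86. The ratios of 2 genes of the cluster rest on 3 or fewer MYM reads. They were 18.6 (95% counting interval of 5.03 to 155) for vnz_04405, with 2 reads, and 11.8 (3.92 to 57.8) for vnz_04425, with 3. Without MYM 4 d replicate 1 vnz_04405 had 0 reads on MYM and was at least 5.88-fold higher, and without replicate 2 the ratios were 9.73 and 18.5. Without MYMG 4 d replicate 2, 15 of the 16 passed. From 2 to 7 d on MYMG all 16 decreased and 13 passed, and without MYMG 2 d replicate 1 or 2 this was 4 or 1 of the 13.

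At 4 d bldM (vnz_22005) had 237 ± 11.3 on MYMG against 413 ± 42.4 on MYM, a log2 fold change of -0.80 (SE 0.20, adjusted p = 0.0153). It was past the threshold except without MYM 4 d replicate 2 (-0.69, adjusted p = 0.0818) and in limma without the trend (0.0552), over alternatives whose adjusted p ranged from 0.00594 to 0.0818. For wblA (vnz_16495) the values were 465 ± 53.2 and 763 ± 54.2, a log2 fold change of -0.72 (SE 0.21, adjusted p = 0.0278). This call was lost in 5 of 18 alternatives, whose adjusted p ranged from 0.00531 to 0.150. These were without MYM 4 d replicate 1 (-0.79, adjusted p = 0.0827) or replicate 2 (-0.64, 0.150), with the libraries rescaled to the same total (-0.54, 0.0549), with no filter on low values (0.0699), and in limma without the trend (0.0756). Over time on MYMG both rose, bldM from 97.8 ± 5.93 at 2 d to 299 ± 48.1 at 7 d and wblA from 282 ± 4.10 to 913 ± 158, by log2 fold changes of 1.60 and 1.68 (SEs 0.20 and 0.21, adjusted p = 0.00257 for each). The calls over time for bldM and wblA held in all 19 alternatives. Table S2 also lists 9 genes of the venemycin supercluster, likewise chosen from these libraries. All of them rose from 2 to 7 d, with a lowest log2 fold change of 3.14 and a median of 4.67. The MFS transporter gene vnz_02335 rose from 2.56 ± 0.131, which rests on 8 reads at 2 d, to 200 ± 45.3. With 0 reads at 2 d and 91 at 7 d, vnz_02440 was at least 91.4-fold higher, or 47.4-fold without MYMG 2 d replicate 1 and 44.1-fold without replicate 2. The median was 5.34 over the 8 genes tested without MYMG 7 d replicate 2. Of the 9, 8 passed without MYMG 2 d replicate 1 and 7 without replicate 2.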

We observed changes in expression for genes involved in nitrogen metabolism, central carbon metabolism (glycolysis, citric acid cycle, and respiration), regulators of classical development (*bldM* and *wblA*) and classical development determinants (rodlin- and chaplin-encoding genes), as well as ECF sigma factors, and specialized metabolism/biosynthetic gene clusters, including those involved in the production of the antibiotic chloramphenicol and the siderophores desferrioxamine and foroxymithine (Tables S1 and S2).

**Fig 2:**
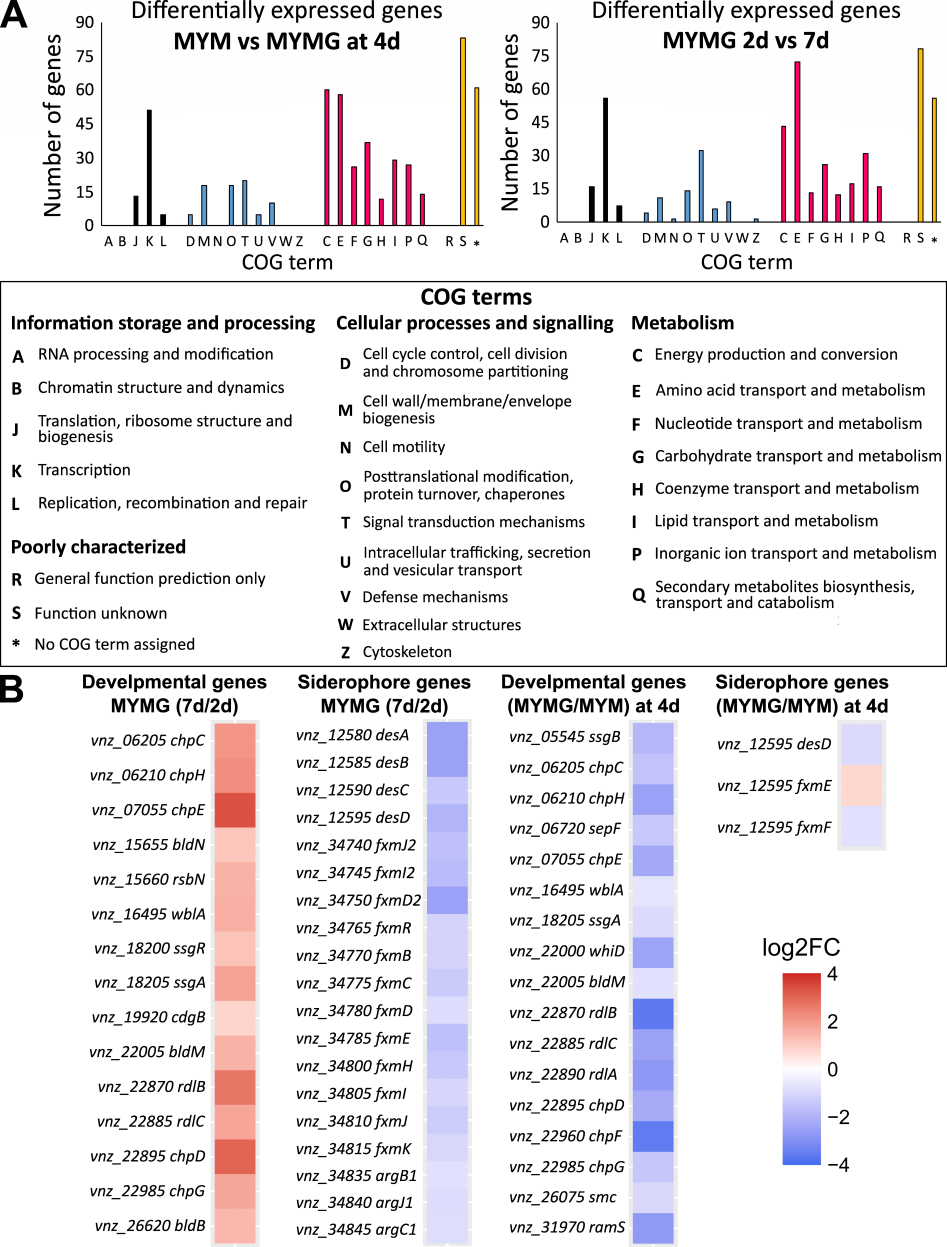
RNA-sequencing of MYM- and MYMG-grown colonies. (**A**) Differentially expressed genes from comparisons of samples isolated at 4 days from MYM- and MYMG-grown cultures, and MYMG at 2 days versus 7 days. These differentially expressed genes were sorted according to COGs and plotted according to the number of genes identified within each group, with the group designations indicated in the COG term list below. (**B**) Heat maps comparing significantly different (*P* < 0.05) transcript levels for classical developmental genes (first and third columns) and siderophore cluster genes (second and fourth columns) either over time on MYMG (first and second columns) or between MYM and MYMG (third and fourth columns). Blue, decreased expression; red, increased expression, as indicated by the log2 fold change (FC) scale on the right.

### MYMG-mediated exploration is associated with a unique response to iron availability

We were intrigued by the higher expression of foroxymithine and desferrioxamine genes during the early stages of exploration on MYMG (Fig. 2B). 

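Tables S1 and S2 hold 20 genes of the desferrioxamine (des) and foroxymithine (fxm, with argB1, argJ1, and argC1) clusters. All 20 had lower values on MYMG at 7 d than at 2 d, with a median log2 fold change of -1.60, and 18 passed the threshold, or 19 adjusted over the list alone, which is not independent evidence because the list came from these libraries. Normalized values of desA (vnz_12580) were 200 ± 20.9 at 2 d, 122 ± 24.8 at 4 d, and 27.2 ± 5.62 at 7 d (SD, n = 2). The log2 fold change of desA from 2 to 7 d was -2.85 (SE 0.24, limma adjusted p = 0.00083), and that of desD (vnz_12595) was -2.25 (SE 0.22, adjusted p = 0.00117). For desB (vnz_12585), which fell from 143 ± 7.98 to 15.2 ± 16.8, the 7 d replicates were far apart (-3.71, SE 0.70, adjusted p = 0.0118; -5.06 without MYMG 7 d replicate 2 and -2.36 without replicate 1). The most abundant transcript of the list at 2 and 4 d was fxmE (vnz_34785 in Table S1), with 3804 ± 176 at 2 d, 2588 ± 62.0 at 4 d, and 1096 ± 533 at 7 d, a log2 fold change of -1.88 (SE 0.34, adjusted p = 0.0093). The pair not past the threshold were fxmD (vnz_34780; -1.04, SE 0.37, adjusted p = 0.0733) and fxmF (vnz_34790; -0.16, SE 0.19, adjusted p = 0.567). With the libraries rescaled to the same total 17 genes passed and no sign changed. Calls depended on both 2 d libraries, although the fold changes of fxmE and desB moved little. Leaving out MYMG 2 d replicate 1 or replicate 2 gave -1.93 or -1.84 for fxmE and -3.77 or -3.66 for desB. Without MYMG 2 d replicate 1 or replicate 2, 4 of the 18 passed, among them neither desB (adjusted p = 0.0554 and 0.0665) nor fxmE (0.0755 and 0.0994), while all 18 had an unadjusted p below 0.05, and 16 passed without MYMG 7 d replicate 1. With each library of 2 and 7 d left out in turn, the median log2 fold change of the 18 stayed between -1.97 and -1.20.

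Between media at 4 d, 7 of the 20 passed, with 5 higher and 2 lower on MYMG. The 2 lower genes were desD, at -0.98 (SE 0.20, adjusted p = 0.00779), and fxmF, at -0.78 (SE 0.20, adjusted p = 0.0181), and fxmE was higher, at 0.82 (SE 0.23, adjusted p = 0.0246). Among 18 alternatives, fxmE and fxmF each failed to pass in 4, including without MYM 4 d replicate 1 (adjusted p = 0.128 and 0.0872) or replicate 2 (0.222 and 0.0860), the lowest adjusted p-values being 0.000948 and 0.00431. Of the 7 genes, 3 passed without MYMG 4 d replicate 1, 4 without replicate 2, and 5 without either MYM library. No difference in desA was detectable at 4 d (SE 0.22, adjusted p = 0.998). Between media at 2 d, fitted over all 10 libraries, 2 of the 20 genes passed, both higher on MYMG. Adjusted over the list alone 0 passed, and the median log2 fold change was 0.22. As MYM was not sampled at 7 d, the fall over time on MYMG cannot be compared with MYM.

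**Figure D2:**
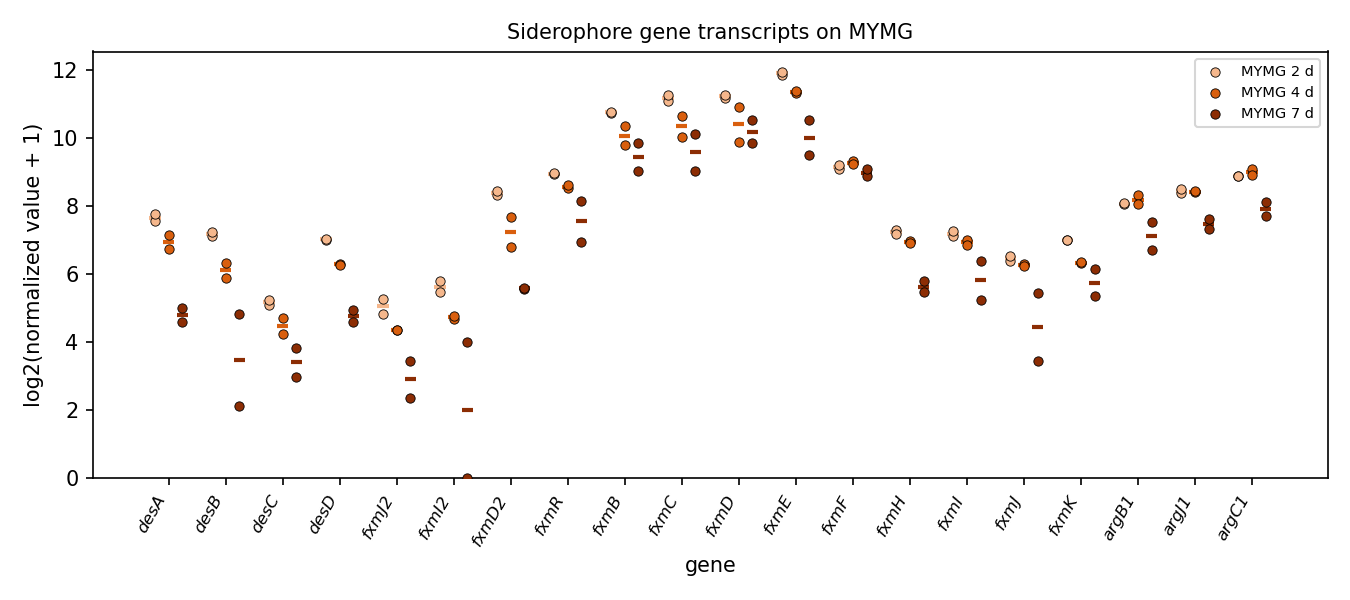
Transcripts of the 20 siderophore genes on MYMG as log2(normalized value + 1), from light to dark at 2, 4, and 7 d. Each dot is 1 library and each short line the mean of 2. The 7 d values lie lowest for every gene in the mean, and the 7 d replicates of desB and fxmI2 are the furthest apart.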

A hallmark of *S. venezuelae* exploration in all previously identified growth conditions is the production of trimethylamine, which raises the pH of the surrounding medium and simultaneously reduces iron bioavailability. We found, however, that during growth on MYMG (and MYM), the medium pH remained neutral through 14 days of culturing. We had therefore expected that siderophore function may be less critical during exploration on MYMG than on other exploration-promoting growth media (where the rise in pH limited iron availability).

We had previously created individual and combined desferrioxamine and foroxymithine mutants (12, 13), and so we used these mutant strains to test the relative importance of these siderophores during growth on MYMG. We found that iron acquisition was important for exploration on MYMG: both siderophores made important contributions, but foroxymithine appeared to be the more important of the two. The desferrioxamine mutant exhibited wild-type growth, while the foroxymithine mutant grew slower and had reduced aerial development. In contrast, the double siderophore mutant did not raise aerial hyphae and failed to expand beyond the original site of inoculation (Fig. 3A, first/left column).

**Fig 3:**
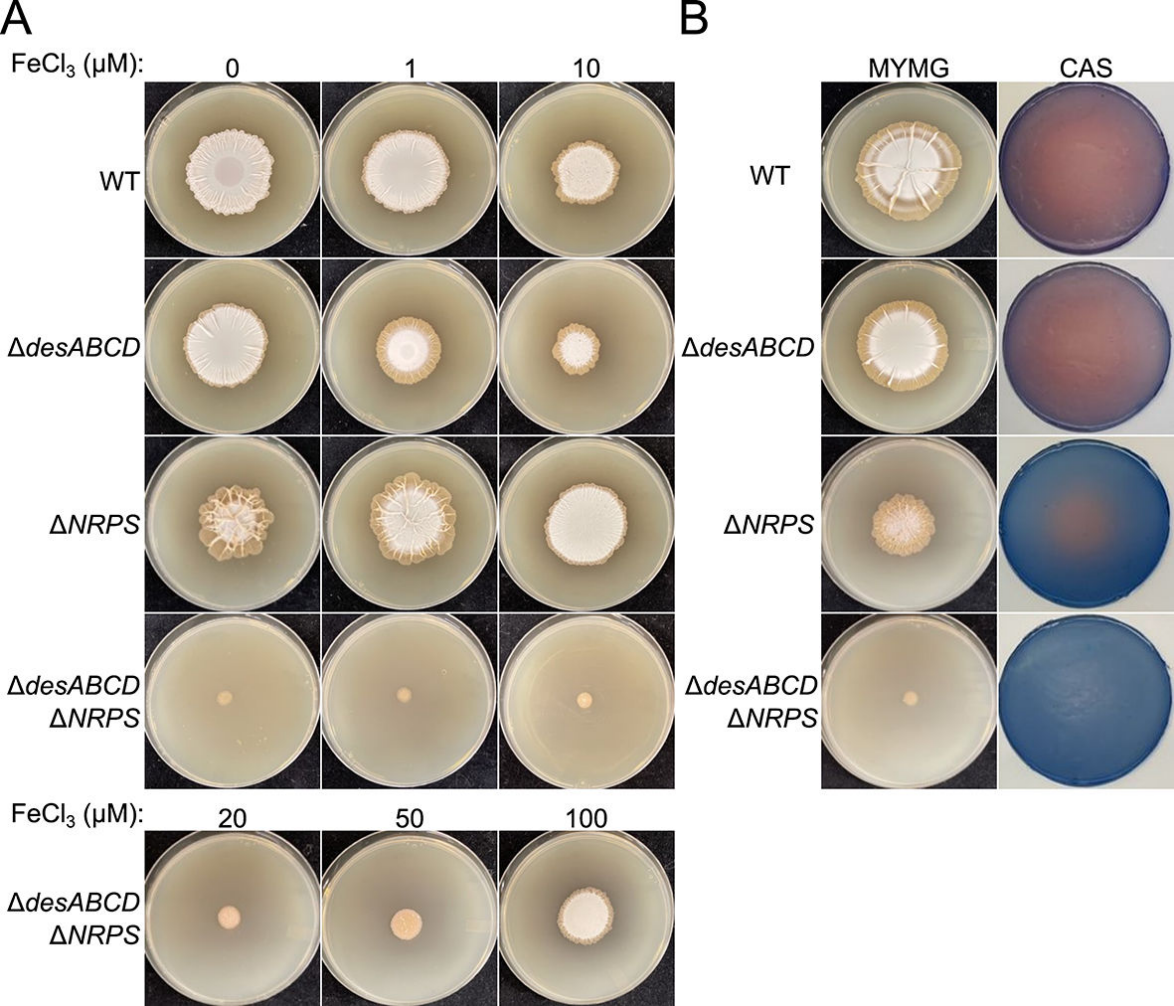
Effect of iron availability and siderophore repertoire on MYMG. (**A**) (Top) A panel of siderophore mutants defective in either desferrioxamine and/or foroxymithine production was spotted to MYMG supplemented with different concentrations of FeCl_3_. (Bottom) The mutant defective in both desferrioxamine and foroxymithine production was additionally spotted to MYMG supplemented with three higher concentrations of FeCl_3_. Images were taken after 7 days of growth. (**B**) The same panel of siderophore mutant strains were spotted to MYMG and imaged after 7 days of growth (first column). Chrome Azurol S (CAS) agar applied to the resulting conditioned medium was developed for 4 hours before being removed and imaged (second column), resulting in zones of color change local to where siderophores were active in the conditioned medium.

To evaluate whether the growth deficiencies associated with siderophore loss could be alleviated by iron supplementation, we inoculated the siderophore mutants onto MYMG supplemented with 1 or 10 µM FeCl_3_ (Fig. 3A, middle and right columns). We found that increasing concentrations of iron led to decreased colony expansion for both the wild-type and desferrioxamine mutant strains but restored wild type-like growth to the foroxymithine mutant at 10 µM (Fig. 3B). Interestingly, the double siderophore mutant displayed no growth improvement on MYMG supplemented with 10 µM iron, and so we tested the effects of further increasing iron levels (up to 100 µM) and found that partial phenotypic rescue required at least 50 µM iron supplementation (Fig. 3A, bottom row).

We knew from previous work on YPG-mediated exploration that desferrioxamine and foroxymithine exhibited differences in their spatial distribution, with foroxymithine diffusing beyond the colony borders, and desferrioxamine being confined to the colony area (12). We investigated their localization during *S. venezuelae* growth on MYMG using a Chrome Azurol S (CAS) colorimetric plate assay. CAS overlay plates revealed broad diffusion of siderophore activity in strains producing foroxymithine, whereas activity was limited to colony areas when desferrioxamine was the only siderophore produced (Fig. 3B). Collectively, these results suggested that increased diffusion of foroxymithine relative to desferrioxamine was a general (pH-independent) property of this siderophore, and that this siderophore was important for morphological development, and for colony exploration on multiple media types (YPG and MYMG).

### Regulators of classical development contribute to exploration on MYMG

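Transcripts of the chaplin genes chpC to chpH, the rodlin genes rdlA to rdlC, and ramS, which encodes the precursor of SapB, were lower on MYMG than on MYM at 4 d. All 10 passed the threshold, also in every alternative in which they were tested, with log2 fold changes of -3.78 to -1.56 and limma adjusted p-values of 9.37e-05 to 0.00307. On the log2 scale of the test, the largest decrease was that of rdlB (vnz_22870), with 12.3 ± 5.17 on MYMG against 179 ± 58.6 on MYM (SD, n = 2), a log2 fold change of -3.78 (SE 0.34, adjusted p = 9.37e-05). In the ratio of means that of chpF (vnz_22960) was larger, with 3.03 ± 0.418 against 50.8 ± 11.4, which the added 1 understates on the log2 scale. The smallest was that of chpG (vnz_22985), with 83.6 ± 20.4 against 245 ± 23.3 (-1.56, SE 0.23, adjusted p = 0.00132). The most abundant, chpH (vnz_06210), had 134 ± 78.1 against 824 ± 2.69 (-2.74, SE 0.35, adjusted p = 0.000656; -3.36 without MYMG 4 d replicate 1 and -2.11 without replicate 2), and ramS (vnz_31970) had 5.17 ± 0.218 against 42.4 ± 2.95 (-2.81, SE 0.34, adjusted p = 0.000525). These belong to 22 developmental genes in Tables S1 and S2, which the paper chose from these libraries. All 22 had negative fold changes at 4 d, and 19 passed both over all genes and adjusted over the list alone. With the libraries rescaled to the same total, 16 of the 22 passed, and 1 that had not passed changed sign. Without MYM 4 d replicate 2, 15 of the 19 passed.

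From 2 to 7 d on MYMG 18 of the 19 developmental genes tested rose and 16 passed, or 18 adjusted over the list alone, and 13 with the libraries rescaled to the same total. The value of chpE (vnz_07055) rose from 4.50 ± 1.13 to 89.9 ± 27.6, a log2 fold change of 4.03 (SE 0.38, adjusted p = 0.00111), and that of chpD (vnz_22895) from 8.40 ± 4.04 to 109 ± 29.2 (3.59, SE 0.39, adjusted p = 0.00154). Without MYMG 2 d replicate 1, 10 of the 16 passed, and without replicate 2, 8 did. Among those lost were rdlC (vnz_22885), with adjusted p = 0.0543 without replicate 1 and 0.126 without replicate 2, and chpC and chpH, with 0.0657 and 0.0553 without replicate 2. These are the highest adjusted p-values of the alternatives for these genes, the lowest being 0.00298 for rdlC. Chaplins and rodlins are families of similar genes, and how reads matching several of them were counted is not given in the sources used here, so values of single members are uncertain.

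**Figure D3:**
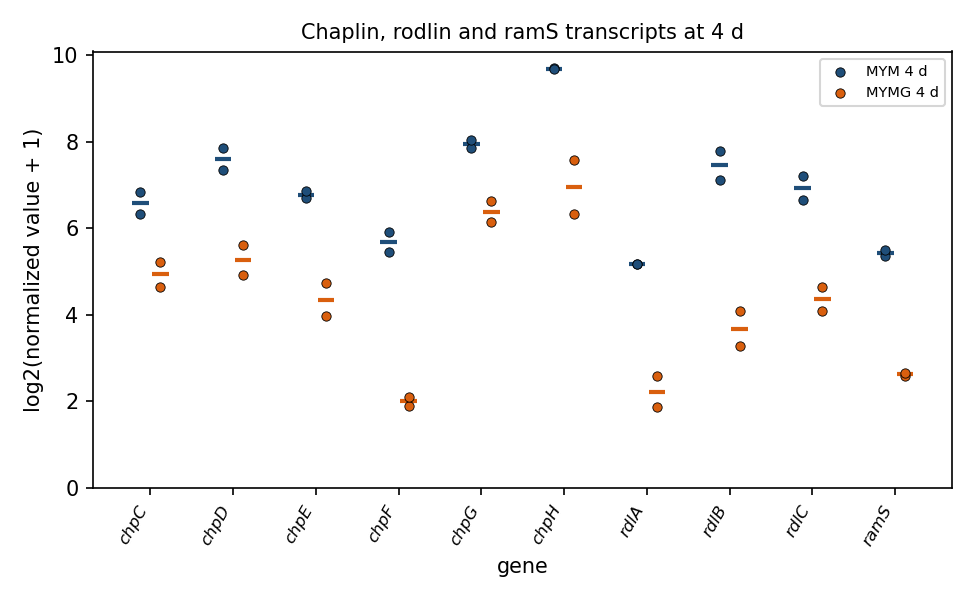
Transcripts of chaplin, rodlin, and ramS genes at 4 d as log2(normalized value + 1), blue on MYM and orange on MYMG. Each dot is 1 library and each short line the mean of 2. For all 10 genes both MYMG libraries lie below both MYM libraries.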

Beyond the dynamic expression of siderophores during growth on MYMG medium, we also observed differential expression for many genes whose products promote aerial hyphae formation and alter the surface properties of the aerial hyphae and spores (e.g., chaplin, rodlin, and SapB-encoding genes) (Fig. 2B; Tables S1 and S2). Notably, these genes are direct and indirect targets for many classical developmental regulators (Fig. 4A). Given this, and given the interesting sporulation characteristics of the wild-type strain during exploration on MYMG, we wanted to determine whether development and exploration were co-regulated under these growth conditions, as no strong connections had been observed previously (10, 14). We inoculated a collection of classic developmental mutants (predominantly *bld* and *whi* mutant strains that are defective in aerial hyphae formation or sporulation, respectively; Fig. 4A) to MYM and MYMG, to assess whether these gene deletions perturbed growth under distinct sporulation- and exploration-promoting conditions (Fig. 4B).

**Fig 4:**
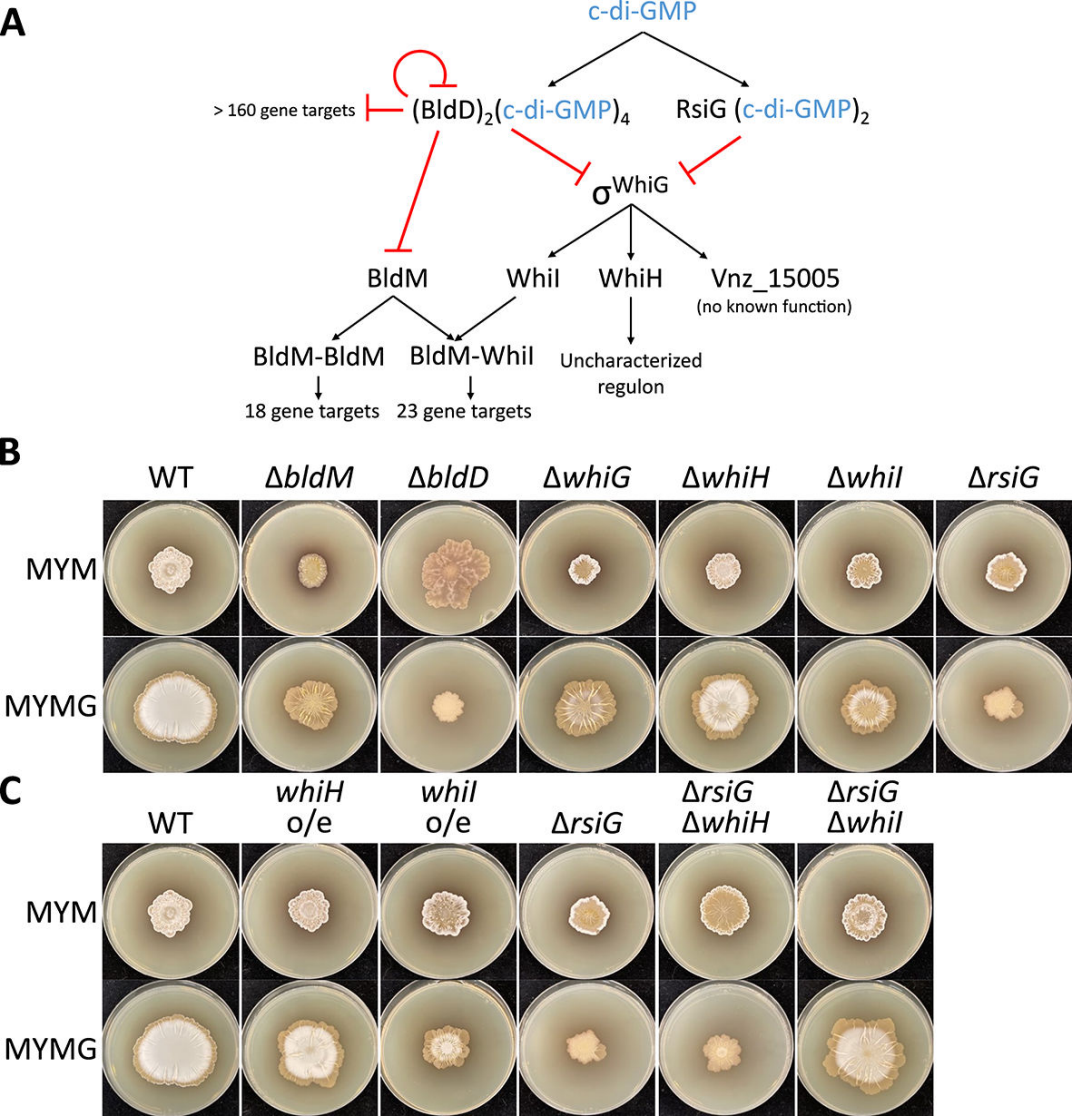
Regulators of classical development affect exploration on MYMG. (**A**) Abridged schematic of the regulatory cascade governing classical development, with a focus on the interplay between shared targets of BldD and WhiG. The BldD and RsiG co-factor cyclic-di-GMP (c-di-GMP) is indicated in blue, with its oligomeric state indicated in subscripted text. (**B**) Deletion strains for select regulators of sporulating development were spotted to MYM and MYMG and photographed after 7 days of growth. (**C**) The contribution of *whiH* and *whiI* to normal development across these same media types was further examined by spotting strains expressing each gene from a strong constitutive promoter (*whiH* o/e and *whiI* o/e) and by deleting each gene within a Δ*rsiG* mutant background. Images were taken after 7 days of growth (wild-type and *rsiG* mutant images are duplicated in panels B and C to facilitate comparisons between strains).

On MYM, as expected, the *bld* mutants failed to raise aerial hyphae (although the *bldD* mutant colony exhibited a colony morphology that was reminiscent of exploration on YP), while the *whi* mutants failed to sporulate. In contrast, on MYMG, the growth of these mutants partitioned into two categories. Mutations that blocked development (Δ*bldM*, Δ*whiG*, Δ*whiH*, and Δ*whiI*) did not prevent exploratory growth on MYMG, with colonies exhibiting expansion and wrinkling patterns that were reminiscent of wild-type exploration on MYM and YP media, although they differed from wild type and each other in their surface characteristics. In contrast, mutations that accelerated development and led to hypersporulation (Δ*bldD* and Δ*rsiG*) abrogated exploration on MYMG.

To gain insight into the mechanism underlying this exploration repression, we focused our attention initially on RsiG, as its downstream regulatory network is much less complex than that of BldD (Fig. 4A). RsiG is the cognate anti-sigma factor of the sporulation sigma factor WhiG (15, 16). WhiG directs the transcription of three genes in *S. venezuelae*: the developmental regulator-encoding genes *whiH* and *whiI*, and a poorly characterized hypothetical protein-encoding gene *vnz_15005* (15). Thus, in the *rsiG* mutant, we expected precocious WhiG activity and premature/hyper-expression of its target genes.

To determine whether a WhiG target gene(s) was responsible for the *rsiG* phenotype, we independently cloned *whiH* and *whiI* downstream of a strong constitutive promoter (ermE*). The resulting constructs were introduced into a wild-type background to test whether either could recapitulate the Δ*rsiG* phenotype (Fig. 4C). In parallel, we created *whiH* and *whiI* deletions in the Δ*rsiG* background to test whether eliminating the downstream targets of RsiG could rescue exploratory growth on MYMG (Fig. 4C). We found that constitutive, high-level *whiH* expression in a wild-type background had little effect on the exploration phenotype on any medium type, while equivalent expression of *whiI* in the same background impaired growth on MYMG. Consistent with these observations, deleting *whiH* in the Δ*rsiG* background had no impact on the *rsiG* mutant phenotype on MYMG, whereas a Δ*rsiG* Δ*whiI* double mutation rescued the *rsiG* exploration defect (Fig. 4B). Together, these data strongly implicated early overexpression of *whiI* as being detrimental to exploratory growth on MYMG.

WhiI associates with BldM to form a BldM-WhiI heterodimer that activates the expression of late-sporulation specific genes (17) (BldM can also form a homodimer that controls an independent set of genes; WhiI does not appear to function on its own). Given this, we wondered whether overexpressing *bldM* would have the same effect as overexpressing *whiI*. We found that unlike the situation with *whiI,* overexpressing *bldM* had no significant effect on exploration (Fig. S2). This suggested that either premature assembly of the BldM-WhiI heterodimer adversely affects exploration, or contrary to what has been observed during classical development (17), WhiI may act independently of BldM during exploration. We took advantage of previous chromatin immunoprecipitation (ChIP) sequencing analyses of BldM and WhiI, and identified one target gene (*murA2*) that appeared to be bound more strongly by WhiI than BldM based on ChIP enrichment scores, making it a plausible candidate for WhiI-specific control (17). However, we found that overexpressing *murA2* in a wild-type background did not recapitulate the *whiI* overexpression phenotype (Fig. S2). This suggested that it was not responsible for the effect observed, and that the exploration defect may be the result of premature BldM-WhiI assembly, although we cannot formally exclude the possibility that during exploration, WhiI acts alone to control an independent set of genes.

### The cell envelope-responsive sigma factor SigE is required for exploration under diverse growth conditions

In addition to a role for developmental regulators in controlling sporulation-associated exploration, we also identified multiple ECF sigma factors whose genes were differentially expressed (both over time for MYMG-grown cultures, and between MYM and MYMG cultures), including the broadly conserved *sigQ* (Tables S1 and S2). *sigQ* had previously been identified as a differentially expressed gene in earlier exploration (YP/YPG) RNA-sequencing data sets (11). 

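The sigQ gene (vnz_22610) had a normalized value of 252 ± 58.8 on MYMG and 2347 ± 155 on MYM at 4 d (SD, n = 2), a log2 fold change of -3.23 (SE 0.23, limma adjusted p = 2.25e-05). With each of the 4 libraries left out in turn this stayed between -3.47 and -2.99. On MYMG sigQ went from 152 ± 14.1 at 2 d to 318 ± 74.8 at 4 d and 658 ± 242 at 7 d, a rise of 2.06 on the log2 scale from 2 to 7 d (SE 0.29, adjusted p = 0.00357), which stayed between 1.68 and 2.45 with a library of 2 or 7 d left out. Both calls held in every alternative. Of 8 genes that Tables S1 and S2 list among sigma factors and their regulators, 5 passed at 4 d, with 1 higher and 4 lower on MYMG. The exception in direction was sigI (vnz_13800), with a log2 fold change of 1.22 (SE 0.21, adjusted p = 0.00324). From 2 to 7 d on MYMG 7 of the 8 passed, with 6 rising. The counts adjusted over the list alone were also 5 and 7, on genes the paper chose from these libraries. sigI fell over time, from 388 ± 18.4 to 134 ± 105 (-1.78, SE 0.48, adjusted p = 0.0342; -0.89 without MYMG 7 d replicate 1 and -2.68 without replicate 2), a call lost in 5 of 19 alternatives, among them without MYMG 2 d replicate 1 (adjusted p = 0.138) or replicate 2 (0.175), with 0.000118 as the lowest adjusted p. At 4 d the sigI call was lost in the table of all libraries (adjusted p = 0.0682). The ECF sigma factor gene vnz_22545 rose by 1.19 (SE 0.20, adjusted p = 0.00795) and vnz_20875 by 1.03 (SE 0.19, adjusted p = 0.00962). Both of these calls were lost when either MYMG 2 d library was left out, with adjusted p-values that over all alternatives ranged from 0.00234 to 0.120 and from 0.00152 to 0.126. With either of these libraries left out, 2 of the 7 genes passed, and all 7 had an unadjusted p below 0.05.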

We tested the exploration capabilities of *sigQ* mutant and overexpression strains on MYMG, and observed only subtle differences relative to wild type during growth on either MYM or MYMG (Fig. S3). The ECF sigma factor *sigE* had also emerged as a target of interest in previous analyses (11, 12). In *Streptomyces*, SigE is responsible for maintaining cell envelope integrity, and its activation upon sensing envelope stress by the two-component system CseBC leads to the upregulation of a large regulon in *Streptomyces coelicolor*, many of which encode cell wall- or cell envelope-associated enzymes (18–21). As the rapid growth rate associated with exploration may require greater investment to maintain cell envelope integrity relative to slower growing classically developing colonies, we tested the effects of overexpressing and deleting *sigE* under a range of exploration growth conditions. In contrast to *sigQ*, multiple independently generated *sigE* deletion mutant strains were found to be significantly impaired in exploration on YP, YPG, and MYMG (Fig. 5), but grew well on the classical development medium MYM. Overexpressing *sigE* had minimal effects. Curiously, introduction of the overexpression construct into any of the Δ*sigE* mutants could fully complement growth of the mutant on MYMG but not on YP or YPG.

**Fig 5:**
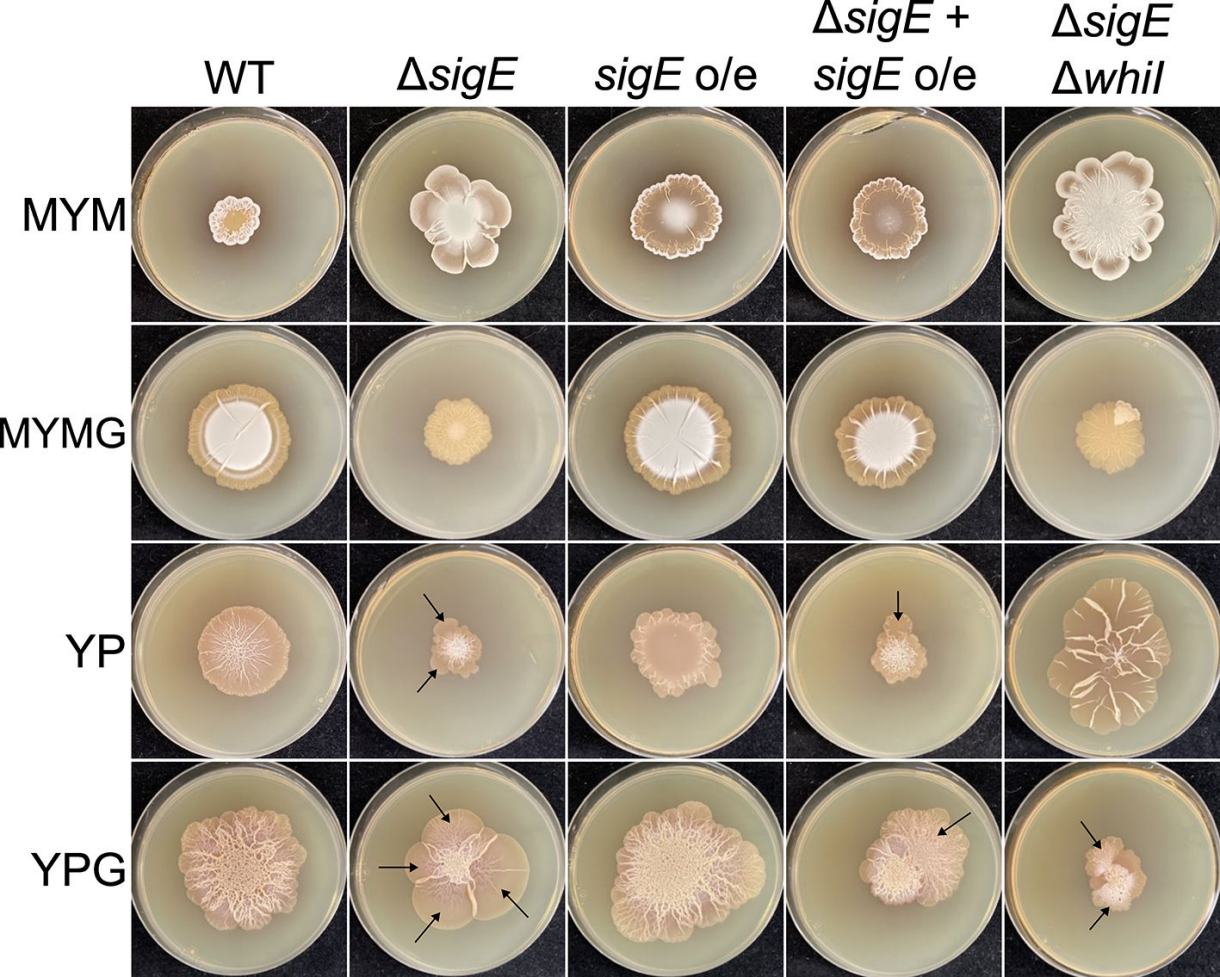
SigE function is important for robust exploration. Strains of *S. venezuelae* in which the cell envelope stress-responsive extracytoplasmic sigma factor *sigE* was deleted or placed under a strong constitutive promoter (*sigE* o/e) were spotted to different media. A complemented strain (where *sigE* was cloned under the control of the strong constitutive ermE* promoter and introduced into the deletion mutant; Δ*sigE + sigE* o/e) and a combined double-deletion mutant for *sigE* and *whiI* were also spotted to the same media. Images were taken after 7 days of growth. Emerging suppressor mutants are indicated with black arrows.

On YP and YPG, but not MYMG, the Δ*sigE* mutant consistently acquired suppressor mutations that resulted in irregular, rapidly exploring outgrowths extending from the main body of the colony (Fig. 5). As our investigation into the effects of classical developmental regulators revealed that inappropriate signaling downstream of WhiI negatively impacted exploration on MYMG, we tested whether deleting *whiI* in the Δ*sigE* background could rescue the MYMG phenotype as it had for Δ*rsiG*. We found that while the Δ*sigE* Δ*whiI* mutant was effectively indistinguishable from the *sigE* mutant when grown on MYMG and YPG, exploration was rescued—and even enhanced albeit with very different colony architecture—during growth on YP (Fig. 5; final column). These observations collectively suggested that exploration is profoundly impacted by SigE, and that there may be distinct downstream regulatory programs that are activated depending on the growth conditions.

### MYMG can promote exploration in species that do not explore under conventional exploration conditions

When exploration was first described, it was reported that ~10% of wild *Streptomyces* isolates (out of 200 tested) could explore when grown in co-culture with yeast (10). A key question has been whether exploration capabilities are confined to a subset of streptomycetes, or if it is widespread but the initiating stimuli had yet to be identified. We set out to investigate whether our increasingly diverse panel of exploration-promoting growth conditions could stimulate exploratory growth in model *Streptomyces* species not known to explore. We focused our attention on *S. coelicolor* and *S. lividans*, and inoculated them on MYM, MYMG, YP, and YPG (Fig. 6A). Consistent with previous studies, after 14 days of growth, no exploration was observed for either strain on YP or YPG, and robust sporulation was observed for both on MYM. On MYMG, however, *S. lividans* appeared to be exploring: the colony expanded to cover a much larger area of the plate than when grown on MYM (Fig. 6B), and it developed a complex network of wrinkles with a highly structured core (Fig. 6A; Video S2).

**Fig 6:**
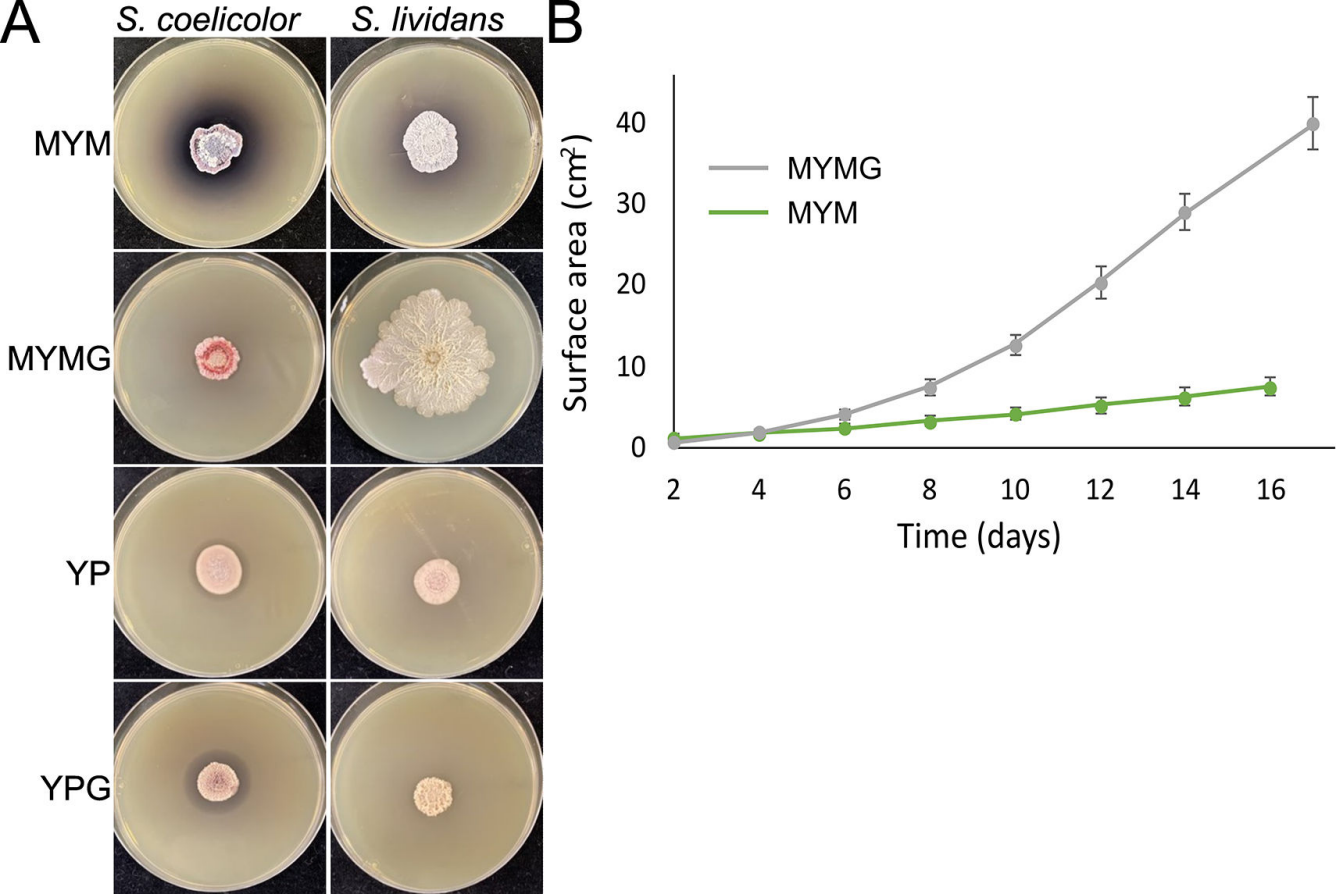
*Streptomyces lividans* displays exploratory growth on MYMG. (**A**) Growth of the model species *S. coelicolor* and *S. lividans* on MYM, MYMG, YP, and YPG. All photos were taken after 14 days of growth. (**B**) Graph of *S. lividans* surface area over time, during growth on MYM and MYMG.

We knew that *sigE* was required for *S. venezuelae* exploration on MYMG. To determine whether the same genetic requirements were conserved in *S. lividans*, we deleted the ortholog of *sigE*. Consistent with our *S. venezuelae* observations*,* loss of *sigE* in *S. lividans* resulted in wild-type growth on MYM but severely impacted exploration on MYMG (Fig. S4).

## DISCUSSION

*Streptomyces* exploratory growth has historically been viewed as proceeding independently of its classical sporulating life cycle (10, 14). Our findings here reveal that exploration can in fact be effectively integrated into the conventional reproductive growth cycle in a nutrient-dependent manner, with glycerol supplementation (or supplementation with arabinose or succinate) promoting both sporulation and exploration. We focused our attention here on glycerol supplementation, given our previous work in this area; however, the ability of specific carbon sources—and not others—to enhance exploration suggests a need for greater understanding of carbon metabolism and nutrient flux in these bacteria.

The discovery that exploratory growth could also proceed without growth medium alkalinization led us to revisit the characteristics that define exploratory growth. When comparing exploration on MYMG to exploration on other media types, three universally shared characteristics were identified. First, exploration involves rapid colony expansion that appears to be driven by enhanced growth, coupled with possible surfactant-mediated sliding along the solid growth substrate. Second, exploring colonies adopt a highly wrinkled colony architecture reminiscent of biofilms formed by other bacteria. And finally, exploration requires the function of the sigma factor SigE, which in *Streptomyces* bacteria is responsible for initiating a cell wall stress response (18, 19, 21). There also appear to be common environmental or nutritional factors that impact exploration, including glucose levels (abundant glucose represses exploration), glycerol levels (abundant glycerol enhances exploration), and iron levels (multiple iron sequestration strategies are employed by exploring cultures).

Previous work has revealed that trimethylamine production and release by exploring colonies is a powerful mediator of change in the dynamics and composition of the surrounding microbial community (10, 13). In particular, the resulting environmental alkalinization promotes exploratory behavior in other streptomycetes, and simultaneously inhibits the growth of other microbes by reducing bioavailable iron. The discovery here of an exploration mode that does not involve medium alkalinization suggests there may be situations where such widespread environmental modulation is not advantageous. This “stealth” mode of sporulating/reproductive exploration was not observed under conditions of self-induced environmental alkalinization, suggesting that these cells may be responsive to different community pressures. We did note, however, that MYMG-grown exploring colonies retained the ability to effectively complete for iron with other microbes on a more local scale through their release of the diffusible foroxymithine siderophore. Foroxymithine can function to reserve iron for its producer strain, and consequently, these exploring colonies would be expected to influence iron availability in their immediate vicinity. A future priority will be to probe these different exploration behaviors to better understand their associated fitness costs and benefits.

How exploration is genetically regulated remains an important question across all stimulating media conditions. While exploration by developmental mutants on YP and YPG can proceed at varying rates, exploration on MYMG was arrested in Δ*bldD* and Δ*rsiG* strains, likely due to inappropriately high levels of WhiI activity [*whiI* expression is indirectly controlled by both RsiG and BldD (15, 22, 23)]. The role of BldD and RsiG as important determinants of MYMG exploration success is particularly interesting as these are two of the three known cyclic-di-GMP (c-di-GMP)-binding protein effectors in *Streptomyces* (the third being the glycogen debranching enzyme GlgX, which impacts energy storage) (15, 16, 24, 25). Nucleotide second messengers like c-di-GMP have widely been reported to influence population-level behaviors like motility and biofilm formation in many bacteria (26–30). Whether nucleotide second messengers contribute to the initiation or continuation of exploratory growth is an area of interest for future studies.

While the requirements of functional BldD and RsiG were unique to MYMG-mediated exploration, the requirement of SigE for successful exploration was consistent across multiple conditions (MYMG, YP, and YPG), and different *Streptomyces* species. Indeed, the observation of exploratory growth by *S. lividans* and the conservation of genetic controls across the phylogenetically diverse *S. venezuelae* and *S. lividans* suggest that exploratory growth is a broadly conserved developmental adaptation in the streptomycetes, and is one that can be triggered by distinct environmental conditions. In the case of *sigE,* its expression is induced in response to cell envelope stress (18–20). These findings suggest that irrespective of the growth condition, entry into exploration may be accompanied by perturbation of the cell wall or membrane, and that the upregulation of σ^E^-target genes [e.g., those encoding cell wall biosynthetic enzymes; (18, 19, 21)] is needed to resolve this stress. Analogous connections between cell wall integrity and biofilm formation have been reported previously for other microbes, including *Bacillus subtilis* (31), *Staphylococcus aureus* (32), and *Aspergillus fumigatus* (33).

The discovery that *Streptomyces* sporulation and exploration are not mutually exclusive provides interesting bet-hedging opportunities. Exploring colonies move rapidly along solid surfaces and enable colonization of areas distant from their site of inoculation. In contrast, sporulation provides a reservoir of dormant, metabolically inactive cells that can resist many environmental insults. Sporulation by exploring cultures could therefore provide the mobile exploring population with a protected genetic reservoir that would be impervious to nutritional challenges or attack by phage or other microbes, ensuring colony survival as the exploring cells enter new territories. At the same time, the exploring colony offers a novel mechanism of spore dispersal, either directly transferring spores to new environments, or moving them to locations where they may be better dispersed by other factors (e.g., wind, insects).

In other sporulating microbes like *Bacillus subtilis,* the decision to sporulate, form a biofilm, or migrate is not mutually exclusive at a population level, and is increasingly being recognized as outcomes that exist along a regulatory continuum (34, 35), with individual cells or subpopulations having defined—and distinct—roles within the larger population (36). Our results are suggesting that there are shared regulatory elements that contribute to both exploration and sporulation in the streptomycetes, and understanding the interplay between vegetative growth, cell dormancy, biofilm formation, and mobility will be an important goal for the future.

## MATERIALS AND METHODS

### Strains, plasmids, media, and culture conditions

Strains, plasmids, and primers used in this study are listed in Tables S3 to S5, respectively.

*S. venezuelae* NRRL B-65442 was grown in liquid MYM (1% malt extract, 0.4% yeast extract, 0.4% maltose) for overnight cultivation and on solid MYM (2% agar) for spore stock generation. Spore stocks for wild isolates were similarly prepared. Spore stocks for *Streptomyces coelicolor* M145 and *Streptomyces lividans* 1326 were prepared from lawns cultivated on cellophane discs on top of solid MS (2% soya flour, 2% mannitol, 2% agar). When studying growth on solid media, 10 µL of an overnight culture of *S. venezuelae* was spotted onto 40 mL plates containing 2% agar plus additional nutrients [YP (1% yeast extract, 2% peptone), YPG (YP with 2% glycerol), MYM, or MYMG (MYM with 2% glycerol)]. For both solid and liquid media, YP and YPG were prepared using deionized water, while MYM and MYMG were prepared using tap water. Solid MYM or MYMG plates were additionally supplemented with 2% carbon source (e.g., arabinose or galactose) or iron (III) chloride (1 µM, 10 µM, 20 µM, 50 µM, or 100 µM) where appropriate. All *Streptomyces* cultures were grown at 30°C.

### Construction of *Streptomyces* mutant strains

Gene deletions were generated using ReDirect technology (37). Coding sequences on a cosmid vector carrying large fragments (30 to 40 kb) of genomic DNA from *S. venezuelae* or *S. coelicolor* were replaced by an *oriT*-containing apramycin (Δ*whiH*/Δ*vnz*_*27205*; Δ*whiI*/Δ*vnz*_*28820*; Δ*sigE/*Δ*sli*_3698 in *S. lividans*, using *S. coelicolor* cosmid StE94) or hygromycin (Δ*whiI*/Δ*vnz*_*28820* or Δ*whiG*/Δ*vnz_26215*) resistance cassette. In creating the *S. venezuelae sigE*/*vnz_15840* deletion strain, the coding sequence and flanking 4–5 kb upstream and downstream sequences were PCR amplified and cloned into the pCR2.1-TOPO vector between the HindIII-SpeI and SpeI-XbaI restriction sites (this region lacked an appropriate cosmid for use in creating the gene deletion) before the *sigE* gene was targeted for replacement with the apramycin resistance cassette as described above. The *rsiG* deletion construct was generated through Gibson assembly of four DNA fragments generated by PCR (the vector backbone of pCR2.1-TOPO, a 4.5 kb fragment of *S. venezuelae* genomic DNA upstream of *rsiG*, an *oriT*-containing hygromycin resistance cassette, and a 4.7 kb fragment of *S. venezuelae* genomic DNA downstream of *rsiG*). The mutant cosmids/plasmids were introduced into the non-methylating *Escherichia coli* strain ET12567/pUZ8002, followed by conjugation into *S. venezuelae*. The resulting exconjugants were screened for double-crossover events, and gene deletions were verified by PCR using combinations of primers located upstream, downstream, and internal to the deleted regions (Table S5).

To generate the *bldM, whiH,* and *whiI* overexpression constructs, a 289 bp fragment containing the ermE* promoter was amplified from pIJ12251 with primers incorporating AvrII and HindIII restriction enzyme recognition sites (Table S5) and the resulting amplicon was then cloned into pMS82 following digestion with AvrII and HindIII. Coding sequences for *bldM*/*vnz_22005, whiH*/*vnz_27205,* and *whiI/vnz_28820* were subsequently amplified from *S. venezuelae* genomic DNA, *S. venezuelae* cosmid 4O01, or *S. venezuelae* cosmid Sv-6-D05, respectively, with primers that contained 5′ HindIII and KpnI restriction enzyme recognition sites (Table S5). The resulting amplicons were then cloned into the pMS82-ermE*p construct following digestion with HindIII and KpnI (Table S4).

To generate the *sigE* and *murA2* overexpression constructs, a 487 bp fragment containing the ermE* promoter was digested out from pIJ12251 using PvuII and EcoRV and subcloned into EcoRV-linearized pMS82. The coding sequence of *sigE* (*vnz_15840*) was amplified from *S. venezuelae* genomic DNA with primers incorporating 5′ NdeI and XhoI restriction enzyme recognition sites and *murA2* (*vnz_28735*) was amplified from *S. venezuelae* genomic DNA with primers incorporating 5′ NdeI and SpeI restriction enzyme recognition sites (Table S5). The resulting amplicons were then cloned into the pMS82-ermE*p construct following digestion by NdeI and XhoI or NdeI and SpeI (Table S4).

### Time-lapse videos of exploring colonies

Ten microliters of overnight *S. venezuelae* or *S. lividans* cultures was spotted onto solid medium, and the plates were then placed on an Epson Perfection V800 photo scanner in a 30°C incubator. Images were acquired every hour, and the resulting time course images were compiled in a video format as sequential single frames.

### Growth curves in liquid medium

Wild-type *S. venezuelae* grown overnight in 10 mL MYM was used to inoculate 50 mL of fresh MYM or MYMG in baffled flasks to an initial optical density at 600 nm (OD_600_) of 0.025. OD_600_ measurements were taken every hour from 3 to 10 hours of growth for one batch of flasks and from 10 to 20 hours for a second batch of flasks. Technical triplicates were performed for each growth condition from a single biological replicate.

### Growth curves in solid medium

Photos of growing colonies were taken at set time intervals. Surface area analyses were performed using ImageJ. The scale was established for each image by setting the diameter of the Petri dish to 10 cm. The perimeter of the colony was traced, and the area of the captured region was determined. Six replicates were analyzed for each timepoint and condition. For determining changes in colony biomass over time, a single wild-type *S. venezuelae* overnight culture (10 mL MYM) was used to inoculate (10 µL) MYM and MYMG plates. Every 2 days from 2 to 12 days post-inoculation, whole colonies were scraped from the medium and their wet weight determined using an analytical balance. Three colonies were analyzed for each timepoint and condition.

### RNA isolation, library preparation, and cDNA sequencing

RNA was isolated, as described previously (38), from two independent replicates of *S. venezuelae* grown on solid medium for 2, 4, or 7 days. rRNA was depleted from all samples using a Ribo-Zero rRNA depletion kit. cDNA and Illumina library preparation were achieved using a NEBNext Ultra directional library kit, followed by sequencing using un-paired-end 80 bp reads on the MiSeq Illumina platform. Bioinformatic analyses were conducted using the free open-access platform Galaxy (https://usegalaxy.org). Reads were aligned to the *S. venezuelae* genome using Bowtie2 (39); after which, they were sorted, indexed, and converted to BAM format using SAMtools (40). 

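Within each of the 3 tables, size factors were computed again from the recovered reads by the median-of-ratios method. They gave what 1 read was worth in every library of every table at a ratio of 1 to the step found in the deposited values. In the table of 4 d libraries 1 read was worth 1.68 and 1.86 on MYM and 0.456 and 0.665 on MYMG, so a gene at the filter of a mean normalized value of 10 was represented by fewer reads on MYM than on MYMG.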

Transcript level normalization and differential transcript level analyses were conducted using DESeq2 (41). DESeq2 transcript normalization and differential gene expression between MYM and MYMG at 4 days of growth involved comparing transcripts sequenced from those specific timepoints/conditions as input data; DESeq2 transcript normalization and differential gene expression between MYMG at 2 days and 7 days of growth in turn involved comparing transcripts sequenced from those specific conditions as well as MYMG at 4 days of growth as input data. COG analysis was performed using EggNOG-mapper (42). RNA-sequencing data have been submitted to the National Center for Biotechnology Information Gene Expression Omnibus (NCBI-GEO) repository and assigned the accession number GSE240807.

### Chrome Azurol S assay for siderophore activity

Samples containing siderophores of interest were assessed using a Chrome Azurol S-based assay as described previously (12). Briefly, sterile solid medium containing the colorimetric dye (2% agar, 100 µM Chrome Azurol S, 200 µM hexadecyltrimethylammonium bromide, 10 µM FeCl_3_, 0.5 M 2-(N-morpholino)ethanesulfonic acid, pH 5.5) was poured as 15 mL plates. To measure siderophore activity for conditioned medium *in situ*, 15 mL of CAS agar was prepared and poured as described above into a 10 cm Petri dish. After 7 days of growth, biomass was removed from the surface of the conditioned solid medium, followed by overlaying of the conditioned medium with CAS agar. These sandwiched agar plates were then incubated in the dark at room temperature for 4 hours; after which, the CAS agar layer was removed and photographed.

## Data Availability

RNA-seqsequencing data hasve been submitted to the NCBI National Center for Biotechnology Information Gene Expression Omnibus (NCBI-GEO) repository and assigned the accession number GSE240807.

# Supplementary material for: Redefining development in Streptomyces venezuelae: integrating exploration into the classical sporulating life cycle
**Source:** mBio. 2024 Mar 12;15(4):e02424-23. doi: 10.1128/mbio.02424-23
**Supplement:** Supplemental figures — Fig. S1 to S4.

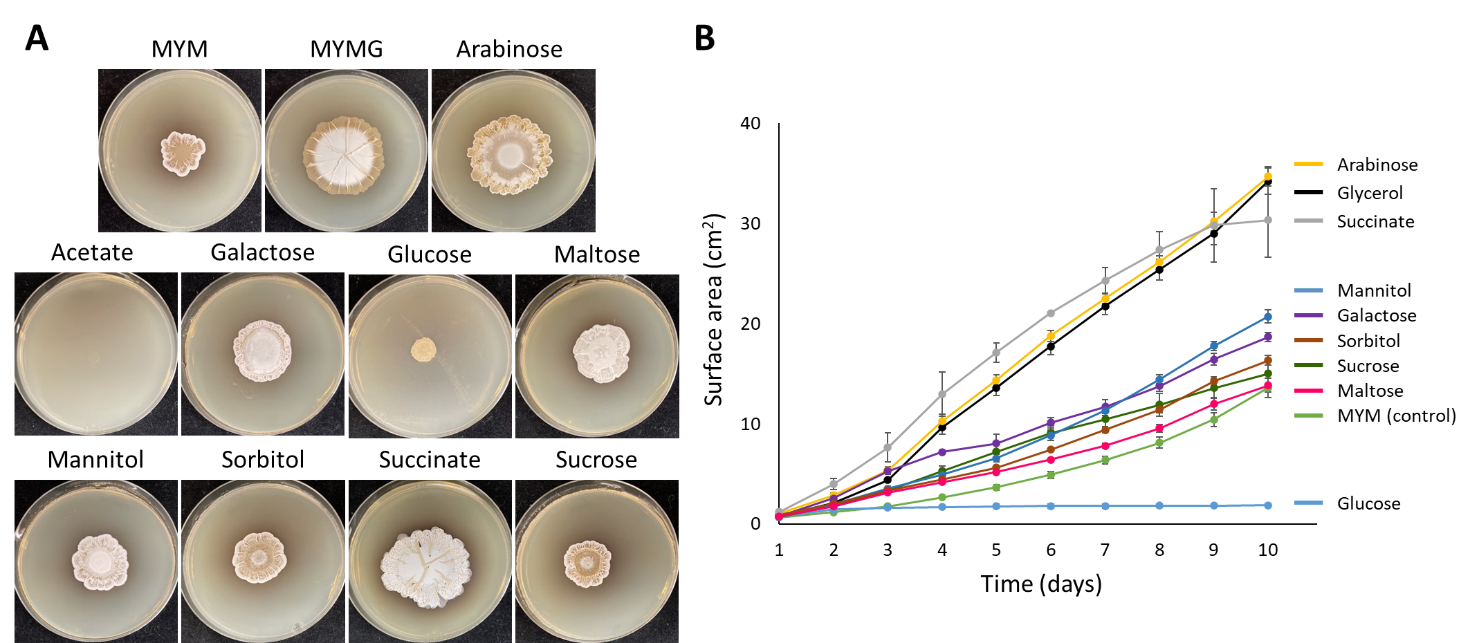

**Supplemental Figure 1 – Effects of other carbon sources on MYM growth. A)** Wild type *S. venezuelae* was spotted to MYM supplemented with different carbon sources at a final concentration of 2% and imaged after 7 days of growth. **B)** Solid growth curves measuring surface area expansion over time for wild type *S. venezuelae* spotted to the media presented in (**A**) with the exception of MYM supplemented with acetate. Error bars represent one standard deviation. *n=*6 for MYM, MYMG and MYM supplemented with arabinose; *n=*3 for all other supplemented cultures.

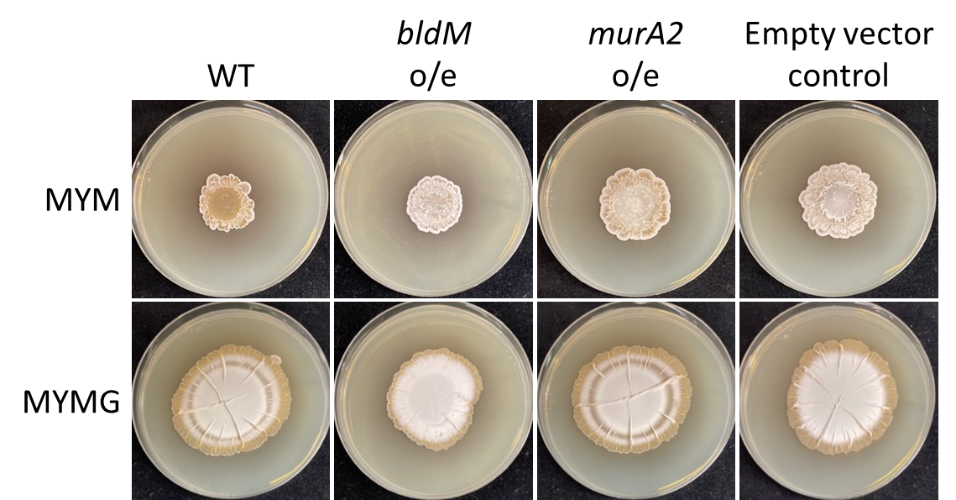

**Supplemental Figure 2 – Overexpressing *bldM* or *murA2* fails to recapitulate a *whiI* overexpression phenotype.** Coding sequences for *bldM* and *murA2* were cloned under the control of the strong constitutive *ermE** promoter, and the resulting constructs were introduced into the wild type and then spotted to different media. A wild type control strain carrying the integrating plasmid with *ermE** alone was included for comparison (right column). Images were taken after 7 days of growth.

**
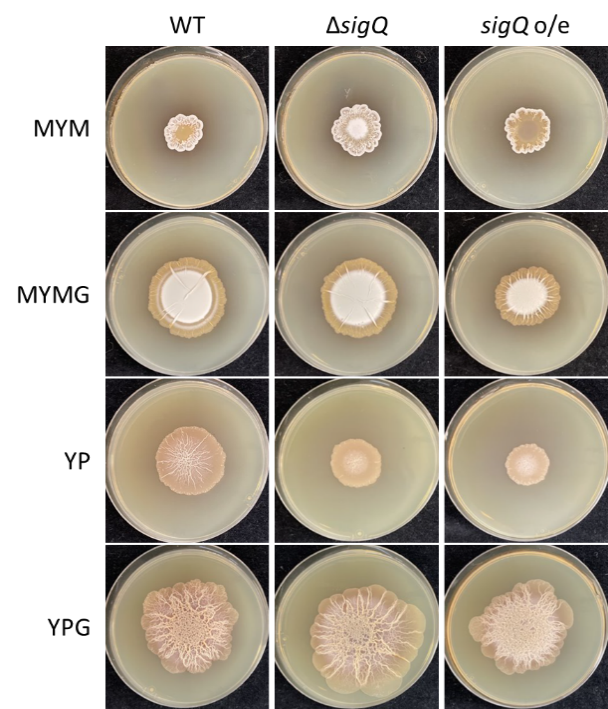
**

**Supplemental Figure 3 – Contribution of *sigQ* to *S. venezuelae* development.** *S. venezuelae* strains carrying a deletion in the *sigQ* or a plasmid with *sigQ* under the strong constitutive promoter *ermE** were spotted to MYM and MYMG and photographed after 7 days of growth.

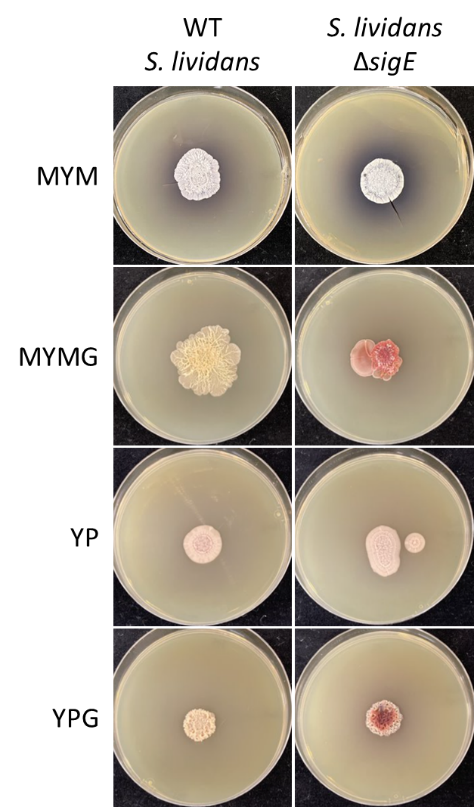

**Supplemental Figure 4 – SigE contributes to MYMG exploration by *S. lividans*.** The homolog of *sigE* was deleted in *S. lividans* and spotted alongside the wild type strain on different media. Photos were taken at 14 days of growth.

# Supplementary material for: Redefining development in Streptomyces venezuelae: integrating exploration into the classical sporulating life cycle
**Source:** mBio. 2024 Mar 12;15(4):e02424-23. doi: 10.1128/mbio.02424-23
**Supplement:** Tables S3, S4, and S5 — Strains, plasmids and cosmids, and oligonucleotides.

**Supplemental Table 3 – Strains used in this study**

| Strains                           | Genotype/characteristics/use                                                                                    | Reference         |
|-----------------------------------|-----------------------------------------------------------------------------------------------------------------|-------------------|
| <i>Streptomyces</i>               |                                                                                                                 |                   |
| <i>S. venezuelae</i> NRRL B-65442 | Wild type                                                                                                       | (1)               |
| <i>S. coelicolor</i> A3(2) M145   | Wild type                                                                                                       | (2)               |
| <i>S. lividans</i> 1326           | Wild type                                                                                                       | Gift from the JIC |
| SV13                              | <i>S. venezuelae</i> <i>bldM::aac(3)IV</i><br>( <i>vnz_22005</i> )                                              | (3)               |
| SV77                              | <i>S. venezuelae</i> <i>bldD::aac(3)IV</i><br>( <i>vnz_05285</i> )                                              | (4)               |
| E331                              | <i>S. venezuelae</i> <i>desA-D::aac(3)IV</i>                                                                    | (5)               |
| E351                              | <i>S. venezuelae</i> <i>gylR-D::aac(3)IV</i><br>(glycerol catabolism operon; <i>vnz_06115-30</i> )              | (6)               |
| E352                              | <i>S. venezuelae</i> <i>sigQ::aac(3)IV</i><br>( <i>vnz_22610</i> )                                              | (6) and this work |
| E332                              | <i>S. venezuelae</i> <i>cmlR::aac(3)IV</i><br>( <i>vnz_04400</i> )                                              | (7)               |
| E333                              | <i>S. venezuelae</i> <i>vnz_34785::hyg</i><br>(foroxymithine non-ribosomal peptide<br>synthetase; <i>fxmE</i> ) | (8)               |
| E334                              | <i>S. venezuelae</i> <i>cmlR::aac(3)IV vnz_34785::hyg</i>                                                       | (8)               |
| E335                              | <i>S. venezuelae</i> <i>desA-D::aac(3)IV</i><br><i>vnz_34785::hyg</i>                                           | (8)               |
| E353                              | <i>S. venezuelae</i> <i>whiG::hyg</i><br>( <i>vnz_26215</i> )                                                   | This work         |
| E354                              | <i>S. venezuelae</i> <i>whiH::aac(3)IV</i><br>( <i>vnz_27205</i> )                                              | This work         |
| E355                              | <i>S. venezuelae</i> <i>whiL::aac(3)IV</i><br>( <i>vnz_28820</i> )                                              | This work         |
| E356                              | <i>S. venezuelae</i> <i>whiL::hyg</i>                                                                           | This work         |
| E357                              | <i>S. venezuelae</i> <i>rsiG::hyg</i><br>( <i>vnz_19430</i> )                                                   | This work         |
| E358                              | <i>S. venezuelae</i> <i>rsiG::hyg whiH::aac(3)IV</i>                                                            | This work         |
| E359                              | <i>S. venezuelae</i> <i>rsiG::hyg whiL::aac(3)IV</i>                                                            | This work         |

|                                      |                                                                                        |            |
|--------------------------------------|----------------------------------------------------------------------------------------|------------|
| E360                                 | <i>S. venezuelae sigE::aac(3)IV</i><br>( <i>vnz_15840</i> )                            | This work  |
| E361                                 | <i>S. venezuelae sigE::aac(3)IV whil::hyg</i>                                          | This work  |
| E362                                 | <i>S. lividans sigE::aac(3)IV</i><br>( <i>sli_3698</i> )                               | This work  |
| <hr/> <b><i>Escherichia coli</i></b> |                                                                                        |            |
| DH5α                                 | Routine cloning                                                                        | Invitrogen |
| BW25113/pIJ790                       | Introducing mutations in cosmid DNA                                                    | (9)        |
| ET12567/pUZ8002                      | Generation of methylation-free plasmid DNA<br>and conjugation into <i>Streptomyces</i> | (9)        |

**Supplementary Table 4 – Plasmids and cosmids used in this study**

| Cosmid/plasmid | Description                                                                                                                                            | Reference            |
|----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------|
| 4O01           | <i>S. venezuelae</i> cosmid carrying <i>whiH</i>                                                                                                       | Gift from M. Buttner |
| StE94          | <i>S. coelicolor</i> cosmid carrying <i>sigE</i>                                                                                                       | Gift from M. Buttner |
| Sv-2_B03       | <i>S. venezuelae</i> cosmid carrying <i>whiG</i>                                                                                                       | Gift from M. Buttner |
| Sv-6-D05       | <i>S. venezuelae</i> cosmid carrying <i>whiI</i>                                                                                                       | Gift from M. Buttner |
| pIJ773         | Plasmid carrying the <i>aac(3)IV-oriT</i> cassette                                                                                                     | (9)                  |
| pIJ10700       | Plasmid carrying the <i>hyg-oriT</i> cassette                                                                                                          | (10)                 |
| pIJ12551       | Plasmid carrying the strong <i>Streptomyces</i> promoter <i>ermE</i> *p                                                                                | (11)                 |
| pMS82          | Integrative cloning vector: <i>hyg</i> , <i>oriT</i> , <i>int</i> ΦBT1, <i>attP</i> ΦBT1                                                               | (12)                 |
| pMC302         | <i>ermE</i> *p- <i>vnz_22610</i> ( <i>sigQ</i> ) cloned into pMS82                                                                                     | (6)                  |
| pMC303         | <i>ermE</i> *p- <i>vnz_22005</i> ( <i>bldM</i> ) cloned into pMS82                                                                                     | This work            |
| pMC304         | <i>ermE</i> *p- <i>vnz_28735</i> ( <i>murA2</i> ) cloned into pMS82                                                                                    | This work            |
| pMC305         | <i>ermE</i> *p- <i>vnz_15840</i> ( <i>sigE</i> ) cloned into pMS82                                                                                     | This work            |
| pMC306         | <i>ermE</i> *p- <i>vnz_27205</i> ( <i>whiH</i> ) cloned into pMS82                                                                                     | This work            |
| pMC307         | <i>ermE</i> *p- <i>vnz_28820</i> ( <i>whiI</i> ) cloned into pMS82                                                                                     | This work            |
| pCR2.1-TOPO    | Cloning vector used for creating <i>sigE</i> and <i>rsiG</i> deletion strains                                                                          | Invitrogen           |
| pMC308         | 4-5 kb sequences upstream and downstream of the <i>sigE</i> coding sequence cloned into the pCR2.1-TOPO vector                                         | This work            |
| pMC309         | 4-5 kb sequences upstream and downstream of the <i>rsiG</i> coding sequence cloned into the pCR2.1-TOPO vector separated by a <i>hyg-oriT</i> cassette | This work            |

**Supplementary Table 5 – Oligonucleotides used in this study**

| Name                                  | Sequence (5' to 3')                                                     | Use                                                                          |
|---------------------------------------|-------------------------------------------------------------------------|------------------------------------------------------------------------------|
| <i>whiG</i> ReD FWD                   | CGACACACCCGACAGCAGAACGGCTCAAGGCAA<br>CGCATG <b>ATTCCGGGGATCCGTCGACC</b> | Creation and confirmation of the $\Delta whiG$ mutation                      |
| <i>whiG</i> ReD REV                   | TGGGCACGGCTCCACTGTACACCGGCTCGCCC<br>CGGTCA <b>TGTAGGCTGGAGCTGCTTC</b>   | Creation and confirmation of the $\Delta whiG$ mutation                      |
| <i>whiG</i> Up FWD                    | CCCGGGTTCGAAGATGTGGC                                                    | Confirmation of the $\Delta whiG$ mutation                                   |
| <i>whiG</i> In REV                    | GGGTGATGGCGTACGTCTCG                                                    | Confirmation of the $\Delta whiG$ mutation                                   |
| <i>whiH</i> ReD FWD                   | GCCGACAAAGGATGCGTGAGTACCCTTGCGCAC<br>ACCATG <b>ATTCCGGGGATCCGTCGACC</b> | Creation and confirmation of the $\Delta whiH$ mutation                      |
| <i>whiH</i> ReD REV                   | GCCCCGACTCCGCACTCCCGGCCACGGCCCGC<br>GGATCA <b>TGTAGGCTGGAGCTGCTTC</b>   | Creation and confirmation of the $\Delta whiH$ mutation                      |
| <i>whiH</i> In FWD                    | GGATGCTGGAGCACCTCTCCG                                                   | Confirmation of the $\Delta whiH$ mutation                                   |
| <i>whiH</i> Down REV                  | AGGGTACATTACGCCGCC                                                      | Confirmation of the $\Delta whiH$ mutation                                   |
| <i>whiI</i> ReD FWD                   | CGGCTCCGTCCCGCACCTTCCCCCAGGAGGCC<br>TGGTG <b>ATTCCGGGGATCCGTCGACC</b>   | Creation and confirmation of the $\Delta whiI$ mutation                      |
| <i>whiI</i> ReD REV                   | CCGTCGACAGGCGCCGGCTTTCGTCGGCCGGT<br>CCGTCA <b>TGTAGGCTGGAGCTGCTTC</b>   | Creation and confirmation of the $\Delta whiI$ mutation                      |
| <i>whiI</i> Up FWD                    | CCTGGTGCATCTGCTCTGTC                                                    | Confirmation of the $\Delta whiI$ mutation                                   |
| <i>whiI</i> In REV                    | CGATCACGTCGCGTACTCCG                                                    | Confirmation of the $\Delta whiI$ mutation                                   |
| livid <i>sigE</i> ReD FWD             | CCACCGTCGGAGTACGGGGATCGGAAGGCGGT<br>TGACATG <b>ATTCCGGGGATCCGTCGACC</b> | Creation and confirmation of the <i>S. lividans</i> $\Delta sigE$ mutation   |
| livid <i>sigE</i> ReD REV             | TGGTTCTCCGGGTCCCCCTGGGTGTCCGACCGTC<br>GGTCA <b>TGTAGGCTGGAGCTGCTTC</b>  | Creation and confirmation of the <i>S. lividans</i> $\Delta sigE$ mutation   |
| livid <i>sigE</i> Up FWD              | CCGTGACGGACAAATCGCCTC                                                   | Confirmation of the <i>S. lividans</i> $\Delta sigE$ mutation                |
| livid <i>sigE</i> In REV              | GCTCGGTCGGCACCTCCTC                                                     | Confirmation of the <i>S. lividans</i> $\Delta sigE$ mutation                |
| livid <i>sigE</i> Down REV            | CTGCGTGGTTCTCCGGGTC                                                     | Confirmation of the <i>S. lividans</i> $\Delta sigE$ mutation                |
| <i>sigE</i> TOPO Left arm FWD HindIII | CATCATA <b>AAGCTT</b> GCTTCGTACGCTTCGCGGAG                              | Creation of the <i>S. venezuelae sigE</i> cosmid equivalent                  |
| <i>sigE</i> TOPO Left arm REV SpeI    | TACTAC <b>ACTAGT</b> CATGGGCATTCCGACCGTCC                               | Creation of the <i>S. venezuelae sigE</i> cosmid equivalent                  |
| <i>sigE</i> TOPO Right arm FWD SpeI   | CATCATA <b>CTAGT</b> CGCCCCGCTGTTACACAACC                               | Creation of the <i>S. venezuelae sigE</i> cosmid equivalent                  |
| <i>sigE</i> TOPO Right arm REV XbaI   | CATCA <b>TTCTAG</b> AGAGGGCCGCTTTGGTGACG                                | Creation of the <i>S. venezuelae sigE</i> cosmid equivalent                  |
| <i>sigE</i> ReD FWD                   | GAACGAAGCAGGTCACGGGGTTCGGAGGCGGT<br>TCGGATG <b>ATTCCGGGGATCCGTCGACC</b> | Creation and confirmation of the <i>S. venezuelae</i> $\Delta sigE$ mutation |

|                                |                                                                                |                                                                              |
|--------------------------------|--------------------------------------------------------------------------------|------------------------------------------------------------------------------|
| <i>sigE</i> ReD REV            | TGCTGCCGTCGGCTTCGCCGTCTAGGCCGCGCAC<br>CGCTCT <b><i>TGTAGGCTGGAGCTGCTTC</i></b> | Creation and confirmation of the <i>S. venezuelae</i> $\Delta sigE$ mutation |
| <i>sigE</i> Up FWD             | GTGCGTCCACCGACGGCTG                                                            | Confirmation of the <i>S. venezuelae</i> $\Delta sigE$ mutation              |
| <i>sigE</i> In FWD             | GACGCCTCCGTCGACGACC                                                            | Confirmation of the <i>S. venezuelae</i> $\Delta sigE$ mutation              |
| <i>sigE</i> Down REV           | CGGCCATGGACAGCCCGAC                                                            | Confirmation of the <i>S. venezuelae</i> $\Delta sigE$ mutation              |
| <i>rsiG</i> Gibson Up FWD      | CTATGGA AAAACGCCAGCAACGCGCCTTTTAC<br>GGTTCCCGCTGAGCAAGCTCCTGCTG                | Creation and confirmation of the $\Delta rsiG$ mutation                      |
| <i>rsiG</i> Gibson Up REV      | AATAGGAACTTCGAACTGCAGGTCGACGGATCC<br>CCGGAATCAGATTCGTCCCCCTCGACCG              | Creation and confirmation of the $\Delta rsiG$ mutation                      |
| <i>rsiG</i> Gibson HygOriT FWD | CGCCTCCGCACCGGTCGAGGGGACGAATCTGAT<br>TCCGGGGATCCGTCGACC                        | Creation and confirmation of the $\Delta rsiG$ mutation                      |
| <i>rsiG</i> Gibson HygOriT REV | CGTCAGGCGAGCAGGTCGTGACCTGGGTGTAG<br>GCTGGAGCTGCTCG                             | Creation and confirmation of the $\Delta rsiG$ mutation                      |
| <i>rsiG</i> Gibson Down FWD    | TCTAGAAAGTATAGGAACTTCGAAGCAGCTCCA<br>GCCTACACCCAGGTCGACGACCTGCTC               | Creation and confirmation of the $\Delta rsiG$ mutation                      |
| <i>rsiG</i> Gibson Down REV    | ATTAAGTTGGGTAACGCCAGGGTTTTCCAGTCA<br>CGACGTGAGCACGGCCACGATCTGC                 | Creation and confirmation of the $\Delta rsiG$ mutation                      |
| <i>rsiG</i> Gibson TOPO FWD    | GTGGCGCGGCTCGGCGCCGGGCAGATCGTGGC<br>CGTGCTCACGTCGTGACTGGGAAAACCC               | Creation and confirmation of the $\Delta rsiG$ mutation                      |
| <i>rsiG</i> Gibson TOPO REV    | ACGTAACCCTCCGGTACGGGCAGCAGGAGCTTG<br>CTCAGCGGGAACCGTAAAAAGGCCGCG               | Creation and confirmation of the $\Delta rsiG$ mutation                      |
| <i>rsiG</i> Up FWD             | GTGCAGGAGTGGCACCATGC                                                           | Confirmation of the $\Delta rsiG$ mutation                                   |
| <i>rsiG</i> In REV             | AGGTCCGACAGCTCCACCTC                                                           | Confirmation of the $\Delta rsiG$ mutation                                   |
| <i>ermE</i> FWD AvrII          | ATATCCTAGGAGCCCGACCCGAGCACGC                                                   | Cloning <i>ermE</i> *p into pMS82                                            |
| <i>ermE</i> REV HindIII        | ATATAAGCTTGATCCTACCAACCGGCACGA                                                 | Cloning <i>ermE</i> *p into pMS82                                            |
| <i>whiH</i> OE FWD HindIII     | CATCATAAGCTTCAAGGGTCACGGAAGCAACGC                                              | Creation of <i>whiH</i> overexpression construct                             |
| <i>whiH</i> OE REV KpnI        | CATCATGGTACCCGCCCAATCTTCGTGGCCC                                                | Creation of <i>whiH</i> overexpression construct                             |
| <i>whiI</i> OE FWD HindIII     | CATCATAAGCTTTACAGCACGGGTTCGCC                                                  | Creation of <i>whiI</i> overexpression construct                             |
| <i>whiI</i> OE REV KpnI        | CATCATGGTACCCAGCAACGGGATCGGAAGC                                                | Creation of <i>whiI</i> overexpression construct                             |
| <i>bldM</i> OE FWD HindIII     | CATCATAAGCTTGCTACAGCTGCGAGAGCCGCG                                              | Creation of <i>bldM</i> overexpression construct                             |
| <i>bldM</i> OE REV KpnI        | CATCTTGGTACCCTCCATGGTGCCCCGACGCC                                               | Creation of <i>bldM</i> overexpression construct                             |
| <i>sigE</i> OE FWD NdeI        | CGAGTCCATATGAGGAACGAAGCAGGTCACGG<br>G                                          | Creation of <i>sigE</i> overexpression construct                             |
| <i>sigE</i> OE REV XhoI        | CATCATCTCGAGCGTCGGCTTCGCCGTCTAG                                                | Creation of <i>sigE</i> overexpression construct                             |

|                             |                                   |                                                      |
|-----------------------------|-----------------------------------|------------------------------------------------------|
| <i>murA2</i> OE FWD<br>NdeI | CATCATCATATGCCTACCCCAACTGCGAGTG   | Creation of <i>murA2</i><br>overexpression construct |
| <i>murA2</i> OE REV<br>SpeI | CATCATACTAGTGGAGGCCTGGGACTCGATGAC | Creation of <i>murA2</i><br>overexpression construct |

Cassette-specific sequences have been bolded and italicized. Restriction enzyme recognition sequences are underlined.

1. Gomez-Escribano JP, Holmes NA, Schlimpert S, Bibb MJ, Chandra G, Wilkinson B, Buttner MJ, Bibb MJ. 2021. *Streptomyces venezuelae* NRRL B-65442: genome sequence of a model strain used to study morphological differentiation in filamentous actinobacteria . J Ind Microbiol Biotechnol.
2. Kieser T, Bibb MJ, Buttner MJ, Chater KF. 2000. Practical *Streptomyces* Genetics. John Innes Foundation.
3. Al-Bassam MM, Bibb MJ, Bush MJ, Chandra G, Buttner MJ. 2014. Response regulator heterodimer formation controls a key stage in *Streptomyces* development. PLoS Genet 10:e1004554.
4. Tschowri N, Schumacher MA, Schlimpert S, Chinnam NB, Findlay KC, Brennan RG, Buttner MJ. 2014. Tetrameric c-di-GMP mediates effective transcription factor dimerization to control *Streptomyces* development. Cell 158:1136–1147.
5. Jones SE, Pham CA, Zambri MP, McKillip J, Carlson EE, Elliot MA. 2019. *Streptomyces* volatile compounds influence exploration and microbial community dynamics by altering iron availability. mBio 10:e00171-19.
6. Shepherdson EMF, Netzker T, Stoyanov Y, Elliot MA. 2022. Exploratory growth in *Streptomyces venezuelae* involves a unique transcriptional program, enhanced oxidative stress response, and profound acceleration in response to glycerol. J Bacteriol 204:e00623-21.
7. Zhang X, Andres SN, Elliot MA. 2021. Interplay between nucleoid-associated proteins and transcription factors in controlling specialized metabolism in *Streptomyces*. mBio 12:e01077-21.
8. Shepherdson EMF, Elliot MA. 2022. Cryptic specialized metabolites drive *Streptomyces* exploration and provide a competitive advantage during growth with other microbes. Proc Natl Acad Sci 119:e2211052119.
9. Gust B, Challis GL, Fowler K, Kieser T, Chater KF. 2003. PCR-targeted *Streptomyces* gene replacement identifies a protein domain needed for biosynthesis of the sesquiterpene soil odor geosmin. Proc Natl Acad Sci U S A 100:1541–1546.
10. Gust B, Chandra G, Jakimowicz D, Yuqing T, Bruton CJ, Chater KF. 2004.  $\lambda$  Red-mediated genetic manipulation of antibiotic-producing *Streptomyces*. Adv Appl Microbiol 54:107–128.
11. Sherwood EJ, Hesketh AR, Bibb MJ. 2013. Cloning and analysis of the planosporicin lantibiotic biosynthetic gene cluster of *Planomonospora alba*. J Bacteriol 195:2309–21.
12. Gregory MA, Till R, Smith MCM. 2003. Integration site for *Streptomyces* phage  $\phi$ BT1 and development of site-specific integrating vectors. J Bacteriol 185:5320–5323.

# Supplementary material for: Redefining development in Streptomyces venezuelae: integrating exploration into the classical sporulating life cycle
**Source:** mBio. 2024 Mar 12;15(4):e02424-23. doi: 10.1128/mbio.02424-23
**Supplement:** Video captions — Captions for Videos S1 and S2

1

2 **SUPPLEMENTAL VIDEO CAPTIONS:**

3 **Supplemental Video 1:** Wild type *S. venezuelae* grown on MYMG, with images captured every hour  
4 for 410 hours.

5 **Supplemental Video 2:** Wild type *S. lividans* grown on MYM (left) and MYMG (right), with images  
6 captured every hour for 410 hours.

7

How the deposited data were processed for this re-analysis (not part of the article)

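RNA was measured in 10 libraries of wild-type S. venezuelae, 2 independent replicates each of colonies on MYM at 2 and 4 d and on MYMG at 2, 4, and 7 d. According to the paper, rRNA was depleted with Ribo-Zero, directional libraries were sequenced as un-paired-end reads on a MiSeq, and the reads were aligned with Bowtie2, handled with SAMtools on Galaxy, and normalized and compared with DESeq2. Program versions, the genome build, the annotation, the read counter, and the treatment of reads matching several genes are not given in the sources used here. The authors deposited 3 tables of transcript abundance, each with a value (a signal per gene and library) for 7376 genes, normalized by DESeq2 over all 10 libraries, over the 4 libraries of 4 d, and over the 6 MYMG libraries. All measurement columns were used. Values below 1 read cannot be told from 0.

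The unit was tested on the values. Each value was a whole multiple of its library's step within 0.001 reads, and all 3 tables gave the same whole reads per gene. Size factors computed from these reads by the median-of-ratios method gave the deposited step at a ratio of 1. The recovered reads on genes, between 196215 and 841164 per library, are the depth on which precision rests. A fold change against a group at 0 reads is given as a lower bound against a floor of 3 reads over the group, and a ratio to 1 to 3 reads is given with its 95% counting interval.

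Genes were tested with limma 3.58.1 in R 4.3.3 (linear model by condition, moderated variances with an intensity trend, two-sided) on log2(normalized value + 1), for genes with a mean normalized value of at least 10 over the libraries of the fit, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The comparison of media at 4 d used the 4 libraries of its table. The comparison of 7 with 2 d on MYMG used the 6 libraries of its table. MYMG against MYM at 2 d, 4 against 2 d on MYM, and the change of the difference between media from 2 to 4 d used all 10 libraries. This makes 5 comparisons. Groups hold 2 libraries, so no outlier test within a group and no count of other groupings of the samples applies, and where a library is left out its lone partner is assumed to vary like the other groups. SDs are of normalized values between replicates and SEs are those of limma. Correlations across genes carry no p-value, because genes are not independent replicates.

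These tests, the filters, and most alternatives were set before the data were examined. The alternatives were pseudocounts of 0.5 and 5, no filter on low values, a minimum mean of 50, libraries rescaled to the same total, limma without the trend, DESeq2 1.42.0 on the recovered reads (over the same genes, over all genes with independent filtering, and with its fold change prior), edgeR 4.0.16 (quasi-likelihood with TMM), a block for the replicate number, other sets of libraries in the fit, and leaving out each library of the groups compared in turn. Chosen after the data were seen were thinning of all libraries to the smallest depth and leaving out the 2 genes with the largest share of the reads. A result is called past the threshold on its adjusted p alone.

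The tests were tried on simulated data with the depths of these libraries and 200 changed genes, each changed at least 2-fold. Smaller changes were not simulated, so the shares recovered do not cover them. In the data, 752 of the 1013 genes past the threshold at 4 d changed at least 2-fold. In a single simulation per comparison limma recovered 93.0% of the changed genes it tested at 4 d, 86.2% for 7 against 2 d on MYMG, 86.6% at 2 d, 83.8% for 4 against 2 d on MYM, and 68.9% for the change of the difference between media. Of its calls 6.45%, 4.68%, 1.18%, 7.51%, and 5.67% were unchanged genes, in the same order.

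Genes are named by a rule set before the data were examined, although the values of Tables S1 and S2 had been seen. It takes every gene the main text or Fig. 2B names, the largest and smallest fold change of each other category in those tables, and per comparison the 5 genes that rose most and the 5 that fell most with an adjusted p below 0.05 and no overlap of groups. Of the last, identifiers that the sources do not pair with a name are printed for at most 2 genes per direction. None of the 7376 identifiers is in the reference table of gene symbols, so names come from the paper's text and tables. Fig. 2B sets the tag vnz_12595 beside fxmE and fxmF, and the tags of Table S1 were used for both. The gene vnz_15005 and the functional categories of Fig. 2A were not analysed here. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.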

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

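Among the tests in this part, those on a mislabelled library at 2 d and on the shallower replicate of each pair were chosen only after the result was seen, as were those on the 2 genes with the largest share of the reads and the thinning of libraries as a setting.

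The paper does not report the comparison of media at 2 d, where 713 of 3257 genes passed the threshold, with 369 higher and 344 lower on MYMG. Of these, 632 are outside Tables S1 and S2. With a library left out the count was 706 without MYM 2 d replicate 1, 277 without MYM 2 d replicate 2, 297 without MYMG 2 d replicate 1, and 246 without MYMG 2 d replicate 2. The glutamine synthetase gene vnz_09185 was higher on MYMG by 5.47 on the log2 scale (SE 0.23, adjusted p = 1.25e-07), cmlS higher by 3.43 (SE 0.44, adjusted p = 0.000436; 4.34 without MYM 2 d replicate 1 and 2.52 without replicate 2), and sigQ lower, at -2.27 (SE 0.27, adjusted p = 0.000345). With 2 reads on MYM, amtB had a ratio of 220 (95% counting interval of 60.6 to 1818), which was 112 without MYM 2 d replicate 1, while without replicate 2, where MYM had 0 reads, it was at least 71.7-fold higher. Unequal depth was argued against as the whole cause by thinning all libraries to the smallest depth, where 535 genes passed, 477 of them among the 713. Size factors computed without the 2 genes with the largest share of the reads shift a log2 fold change here by 0.000271. The smallest fold change past the threshold was 0.56. Such factors are medians over many genes and hardly move when 2 are left out. The check shows only that the deposited scaling did not carry the share of these 2 genes, and decides nothing beyond that. A mislabelled library was argued against by the correlations, which reached 0.876 between media at 2 d and were at least 0.943 between replicates there. Between media on both days, in separate libraries, 473 genes passed, 470 of them in the same direction. A response to glycerol, which the design varies, and an earlier stage of the MYMG colonies are candidate explanations that stay open as hypotheses.

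Between 2 and 4 d on MYM, which the paper does not report either, 243 genes passed, with 87 higher and 156 lower at 4 d, and 200 of them outside the tables. The count was 59 without MYM 2 d replicate 1, 98 without MYM 4 d replicate 2, 186 without MYM 4 d replicate 1, and 350 without MYM 2 d replicate 2. The rodlin gene rdlB rose by 5.31 (SE 0.55, adjusted p = 0.000560; 4.43 without MYM 2 d replicate 1 and 6.19 without replicate 2), rdlC by 4.37, and chpH by 2.72, and chpF, with 2 reads at 2 d, had a ratio of 69.3 (95% counting interval of 18.3 to 586), which was 35.4 without MYM 2 d replicate 1, while without replicate 2, where 0 reads were left at 2 d, it was at least 22.6-fold higher. sigQ rose by 2.06 (SE 0.27, adjusted p = 0.00171), and vnz_04450 of the chloramphenicol list fell by 3.32 (-2.40 without MYM 2 d replicate 1 and -4.24 without replicate 2). After thinning 187 genes passed, 152 of them among the 243, which argues against unequal depth as the whole cause. Leaving the 2 genes of the largest share out of the size factors gave a shift of 0.000651. The smallest fold change past the threshold was 0.70. As for the media at 2 d, this shows only that the deposited scaling did not carry their share. A change with age of the colony, which the design varies, is a candidate explanation and stays a hypothesis.

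For the change of the difference between media from 2 to 4 d, 9 genes passed, with 7 positive and 2 negative, and 334 had an unadjusted p below 0.05. The test was of the difference itself. By limma 0 genes passed without MYMG 2 d replicate 1, MYMG 2 d replicate 2, or MYMG 4 d replicate 1, with 207, 210, and 245 at an unadjusted p below 0.05, while over all libraries DESeq2 passed 32 genes and edgeR 40. The count was 3 without MYM 2 d replicate 1, 23 without replicate 2, and 5 without MYM 4 d replicate 2. The 1-phosphofructokinase gene vnz_15015 had 110 ± 19.8 on MYMG and 17.7 ± 1.25 on MYM at 4 d, against 47.4 ± 0.716 and 63.7 ± 18.6 at 2 d (SD, n = 2), a difference of 2.96 on the log2 scale (SE 0.37, adjusted p = 0.00959). It was lost without MYMG 2 d replicate 1 (adjusted p = 0.0723), MYMG 2 d replicate 2 (0.0836), and MYMG 4 d replicate 1 (0.0520), with 0.000160 as the lowest adjusted p of its alternatives. The next identifier, vnz_15020, chosen after its values were seen, passed as well (2.13, SE 0.31, adjusted p = 0.0207), but not in 7 of the 8 fits with a library left out (highest adjusted p of 0.179). The gene vnz_11235, which the sources do not pair with a name, was the most negative (-4.29, SE 0.55, adjusted p = 0.00959) and was lost without the same 3 libraries as vnz_15015. Unequal depth is argued against for vnz_15015 by 3.08 after thinning. Size factors computed without the 2 genes of the largest share gave a shift of 0.000669. As above, this shows only that the deposited scaling did not carry their share. That the medium acts differently by day stays a hypothesis for vnz_15015, whose call rests on single libraries. Its difference was 2.94 without MYMG 2 d replicate 1, 2.97 without MYMG 2 d replicate 2, and 3.14 without MYMG 4 d replicate 1.

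The 2 genes vnz_13360 and vnz_09725, which the sources do not pair with names, took 38.3% of the reads of MYMG 7 d replicate 1 and 23.2% of replicate 2. Their share was 21.1 and 24.8% on MYM at 2 d, 31.2 and 31.5% on MYM at 4 d, 9.98 and 9.34% on MYMG at 2 d, and 14.3 and 15.9% on MYMG at 4 d. In MYMG 7 d replicate 1 the shares were 24.9% (95% confidence interval of 24.7 to 25.1) for vnz_13360 and 13.3% (13.2 to 13.5) for vnz_09725. Leaving both out changed the size factors by at most 0.0595%, so the deposited normalization did not pass their share on to other genes. The shallower replicate had the higher share in 5 of 5 pairs, which chance gives in 1 of 32 cases, but the depths of 4 of these pairs differed by 1.26 times or less. Over the 10 libraries the share had a Spearman's rho of -0.99 with depth, but depth differed between the conditions as well. The mean share was 2.38 times as high on MYM as on MYMG at 2 d and 2.08 times at 4 d, so age is not the whole cause. Lower depth of a library as an explanation and a change of the transcripts with medium and age cannot be told apart here, because depth goes with the conditions and there are too few pairs within them. Incomplete removal of an abundant RNA and reads shared between similar genes were not tested.

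On the log2 scale of the test, the largest decrease on MYMG at 4 d was that of vnz_05215, outside Tables S1 and S2, with a log2 fold change of -5.89 (SE 0.25, adjusted p = 1.43e-06). It is 1 of 4 genes at consecutive identifiers, from vnz_05200 to vnz_05215, that hold ranks 1 to 4 among the decreases. Next to it in size was vnz_05205, at -5.68. The sources pair neither with a name. Too few reads is argued against, as each of the 4 had at least 140 reads in each MYM 4 d library, against between 6 and 20 on MYMG. They were lower on MYMG at 2 d too, by log2 fold changes of -4.43 to -2.64, which were -5.85 to -3.65 without MYM 2 d replicate 1 and -3.02 to -1.63 without replicate 2. At 2 d all 4 passed the threshold, and 3 of them did so without MYM 2 d replicate 2, MYMG 2 d replicate 1, or MYMG 2 d replicate 2. On MYM from 2 to 4 d they had 2.42 to 2.66, with 3 past the threshold, and 1.05 to 1.65 without MYM 2 d replicate 1 and 3.51 to 3.89 without replicate 2. None of the 4 passed there by limma without MYM 2 d replicate 1, MYM 4 d replicate 1, or MYM 4 d replicate 2. On MYMG from 2 to 7 d the 4 had 1.10 to 2.92, with 2 past the threshold, and by limma none passed without MYMG 2 d replicate 1 or replicate 2, the 1 gene tested did so without MYMG 7 d replicate 1, and all 4 without MYMG 7 d replicate 2 (1.95 to 3.32). A shared response to the medium or an earlier stage of the MYMG colonies may underlie the decrease, while reads shared between similar genes were not tested.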

How the results depend on the processing

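Thinning of the libraries and leaving out the 2 genes of the largest share were chosen only after the data were seen, and the other alternatives before.

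Of 146 reported pairs of gene and comparison, 127 passed the threshold, 79 of them in every alternative in which they had a value. For the other 48, 176 of the 2308 alternatives of all called pairs were not past the threshold, and none changed direction. Leaving out 1 library of the groups compared lost 46 of the 127. Of the 19 pairs that did not pass, 6 did so in an alternative.

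At 4 d between media, 1013 genes passed. The count was 652 with no filter, 520 with a minimum mean of 50, 551 by DESeq2 over the same genes, 514 over all genes, and 521 with the prior. Leaving out each of the 4 libraries gave 550 to 1102, with 628 without MYMG 4 d replicate 1 and 550 without replicate 2. A minimum mean of 50 leaves fewer genes to test (1203). Of the 551 genes by DESeq2, 548 were among the 1013, and for the other changes the cause was not tested.

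On MYMG 723 genes passed from 2 to 7 d. The count was 419 with no filter, 453 without the trend, 478 by DESeq2 over all genes, and 447 after thinning, which removes reads. Leaving out each library of the groups compared, those of 2 and 7 d, gave 84 to 1643, with 119 without MYMG 2 d replicate 1, 84 without MYMG 2 d replicate 2, and 1643 without MYMG 7 d replicate 2. At an unadjusted p below 0.05 the first and second of these fits had 786 and 712 genes, against 1317 with all libraries. For the counts without a filter, without the trend, by DESeq2, and with a library left out, the cause was not tested.

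At 2 d between media the 713 genes went to 473 with a minimum mean of 50, where 1299 genes were tested, and leaving out each library of the groups compared gave 246 to 706, with 277 without MYM 2 d replicate 2, 297 without MYMG 2 d replicate 1, and 246 without MYMG 2 d replicate 2. On MYM between 2 and 4 d, the 243 genes went to between 59 and 350 with a library of these groups left out, with 59 without MYM 2 d replicate 1 and 98 without MYM 4 d replicate 2. For the fits with a library left out the cause was not tested.

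For the change of the difference between media, the 9 genes went to 30 with a pseudocount of 5, 3 with no filter, 14 with the libraries rescaled to the same total, and 5 without the trend. DESeq2 passed 32 over the same genes, 36 over all genes, and 37 with the prior, edgeR 40, and limma over only the libraries of the groups compared 33. Leaving out each library of the groups compared gave 0 to 23 by limma, with 0 without MYMG 2 d replicate 1, MYMG 2 d replicate 2, or MYMG 4 d replicate 1 (207, 210, and 245 at an unadjusted p below 0.05), 3 without MYM 2 d replicate 1, 23 without MYM 2 d replicate 2, and 5 without MYM 4 d replicate 2. A count this small moves with single genes, and the cause was not tested.

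With the replicate number as a replicate block, the counts were 1168 at 4 d, 726 from 2 to 7 d on MYMG, 644 at 2 d, 177 on MYM, and 2 for the change of the difference. The numbers do not pair the libraries, because differences between replicates 1 and 2 had an r across genes of -0.192 to 0.104 over 10 pairs of conditions, so these fits spend residual degrees of freedom on a term without a measured effect.

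The r across genes between the fold change of media at 4 d and that from 2 to 7 d on MYMG was -0.42. It was -0.33 with a minimum mean of 50 and -0.51 without the genes of Tables S1 and S2, and -0.45 to -0.35 with each library of the groups compared left out. The cause was not tested.

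Rescaling to the same total moved the median of all genes by 0.29 for the change of the difference, where the share of positive calls went from 77.8 to 92.9%, and by less than 0.1 at 2 d and on MYM. No gene of the paper's lists past the threshold at 4 d or from 2 to 7 d on MYMG changed sign under it.

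Over the paper's lists at 4 d, rescaling changed the sign of 1 carbon, 2 siderophore (desA among them), 1 developmental, and 1 sigma factor gene. From 2 to 7 d on MYMG it did so for 1 nitrogen and 3 carbon genes. Among the reported pairs of gene and comparison, direction changed for these genes, none past the threshold. At 4 d desA (vnz_12580) had -0.00068, with 0.18 rescaled, 0.00995, 0.0100, and 0.00966 by DESeq2 over the same genes, over all genes, and with the prior, and -0.21 to 0.21 with a library of the groups compared left out, as in all that follows. With a library left out, whiH (vnz_27205) had -0.0329 to 0.26 and murA2 (vnz_28735) -0.76 to 0.00698. For 7 against 2 d on MYMG, sigE (vnz_15840) had -0.00907 rescaled. For whiG (vnz_26215) the value was 0.28 thinned and -0.41 to 0.00307 with a library left out. For whiH it was 0.0916, 0.0886, and 0.0862 by DESeq2 in the order above, 0.21 by edgeR, 0.33 thinned, and -0.45 to 0.35 with a library left out. With a library left out whiI (vnz_28820) had -0.39 to 1.33 and rsiG (vnz_19430) -0.72 to 0.65. The cause was not tested.

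Depth limits low transcripts most. The median gene had between 2 and 14 reads per library, and 1 read was worth up to 2.83 in MYMG 7 d replicate 1.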

Differences from the paper's values

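All alternatives named in this part were set before the data were examined, and the comparison of genes with few reads by lower bounds and counting intervals was chosen only after the result was seen.

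At 4 d between media the paper's count of genes past the threshold was 521, and the count by limma was 1013. The count was within 1.5 times the paper's with no filter on low values, with a minimum mean of 50, by DESeq2 over the same genes, over all genes, and with its fold change prior (521), and without MYMG 4 d replicate 1 or replicate 2. It was not in the other 9 of 16 alternatives, which are both pseudocounts, rescaling to the same total, limma without the trend, edgeR, the replicate block, the table of all libraries, and leaving out either MYM 4 d library. The paper's 499 genes from 2 to 7 d on MYMG and the 723 by limma are within 1.5 times of each other.

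Of 40 fold changes compared with the paper's at 4 d, 3 differed, and of 56 from 2 to 7 d on MYMG, 17 did. The limit was limma's moderated error. Where a group has 0 reads the value is a lower bound against 3 reads over the group, in all settings but DESeq2 with its prior, and differs if over 1.5 times the paper's fold. All that differed were smaller in size in the paper, and no sign differed. With DESeq2 and its prior, none of these values differed. The other alternatives in which a value did not differ are named with it, and in those not named it did.

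At 4 d the paper's log2 fold changes and those by limma were 5.05 and 5.34 for vnz_04450 (not differing also without MYMG 4 d replicate 2), 6.46 and 7.63 for vnz_11080 (also without MYM 4 d replicate 1 or replicate 2), and 6.79 and 7.48 for vnz_11145 (also with a pseudocount of 5 and without MYM 4 d replicate 1). Without MYM 4 d replicate 1 the value of vnz_11145 was 6.84 and without replicate 2 it was 8.13. With 1 read on MYM, vnz_11080 had a ratio of 406 with a 95% counting interval of 72.8 to 16061, within which the paper's 88.2-fold lies. The ratio was 193 without MYM 4 d replicate 1, and without replicate 2, where 0 reads were left on MYM, it was at least 71.0-fold. The genes amtB (vnz_26110) and nirD (vnz_11150) have 0 reads on MYM, and their bounds of 6.51 and 5.46 on the log2 scale do not differ from the paper's values.

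On MYMG from 2 to 7 d, the paper's value and that by limma were 3.05 and 3.59 for chpD (vnz_22895; not differing also with a pseudocount of 5, rescaled, and without MYMG 2 d replicate 2 or MYMG 7 d replicate 1), 3.39 and 4.03 for chpE (vnz_07055; pseudocount of 5, without MYMG 7 d replicate 1), and 2.72 and 3.60 for rdlB (vnz_22870; pseudocount of 5). They were -2.49 and -2.85 for desA (vnz_12580) and -1.97 and -2.25 for desD (vnz_12595), both also not differing with a pseudocount of 5, by edgeR, and without MYMG 7 d replicate 1. For desB (vnz_12585) they were -2.48 and -3.71 (both other DESeq2 fits, edgeR, without MYMG 7 d replicate 1). For fxmJ2 (vnz_34740) they were -1.65 and -2.15 (pseudocount of 5, without MYMG 2 d replicate 2 or MYMG 7 d replicate 2). For fxmI2 (vnz_34745) they were -1.76 and -3.63 and for fxmJ (vnz_34810) -1.32 and -2.02, both also not differing with a pseudocount of 5, in both other DESeq2 fits, by edgeR, and without MYMG 7 d replicate 1, and fxmI2 also without MYMG 7 d replicate 2. Without MYMG 7 d replicate 1 and without replicate 2, in this order, desB was at -2.36 and -5.06, fxmI2 at -1.63 and -5.62 (-2.30 as a bound, with 0 reads left at 7 d), and fxmJ at -1.03 and -3.00.

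In the same comparison they were 3.74 and 4.03 for vnz_34930 (pseudocount of 5, rescaled, table of all libraries, without MYMG 2 d replicate 2 or MYMG 7 d replicate 1), 5.00 and at least 6.51 for vnz_02440, with 0 reads at 2 d (without MYMG 2 d replicate 1 or replicate 2), 3.32 and 4.62 for vnz_02430 and 4.98 and 6.13 for vnz_02445 (each with a pseudocount of 5 and without MYMG 2 d replicate 2), and 5.17 and 5.80 for vnz_02335. For vnz_02435 they were 4.40 and 5.21 (pseudocount of 5, without MYMG 2 d replicate 1), for vnz_02425 3.72 and 4.67 (pseudocount of 5, without MYMG 7 d replicate 1), and for sigI (vnz_13800) -1.30 and -1.78 (pseudocount of 5, both other DESeq2 fits, edgeR, without MYMG 2 d replicate 2 or MYMG 7 d replicate 1). With 1 and 3 reads at 2 d, vnz_02430 and vnz_02445 had ratios of 93.5 (95% counting interval of 15.6 to 3809) and 126 (42.0 to 617), and vnz_02415, also with 3 reads, a ratio of 40.2 (12.8 to 203). The paper's 10.0-fold, 31.5-fold, and 10.7-fold lie below these intervals. Without MYMG 2 d replicate 2 the ratios were 45.0 (7.50 to 1835), 60.5 (20.2 to 297), and 19.4 (6.17 to 97.9), and the paper's lie within the intervals. Without MYMG 2 d replicate 1, with 0 reads left at 2 d, they were at least 16.1-fold, 65.1-fold, and 20.8-fold. On the log2 scale vnz_02435 was at 4.62 without MYMG 2 d replicate 1 and 5.81 without replicate 2, and sigI at -0.89 without MYMG 7 d replicate 1 and -2.68 without replicate 2. The bound of vnz_02440 was 5.57 and 5.46 without MYMG 2 d replicate 1 and replicate 2.

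Of the genes in Table S2, limma passed 84 of 86, and of those in Table S1, 95 of 95. The citrate synthase gene vnz_12410 was not past the threshold (-1.03, SE 0.32, adjusted p = 0.0533). It was with a pseudocount of 5, with a minimum mean of 50, rescaled, in the 3 DESeq2 fits, with the replicate block, in the table of all libraries, and without MYMG 7 d replicate 2. Nor was fxmD (-1.04, SE 0.37, adjusted p = 0.0733), which passed in the 3 DESeq2 fits, with the replicate block, in the table of all libraries, with only the 4 libraries of 2 and 7 d, and without MYMG 7 d replicate 2.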

Other observations

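The tests in this part chosen only after the result was seen are those on simulated unchanged genes, on the depths of the MYM 2 d replicates, on the prior of DESeq2, and on the nitrogen genes at 4 d, together with thinning as a setting and its 20 draws.

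Across 3059 genes, the fold change between media at 4 d and that from 2 to 7 d on MYMG, which share no library, had a Pearson's r of -0.42 and a Spearman's rho of -0.56, so that genes lower on MYMG at 4 d tended to rise with time there. Unequal depth is argued against by an r of -0.41 after thinning. A candidate explanation is that MYMG colonies were at an earlier point of a course shared with MYM. The developmental genes of Table S2 had a median log2 fold change of 1.62 from 2 to 4 d on MYM, but this does not decide it, because the MYM 4 d libraries are also part of the difference between media at 4 d (r of -0.72 across genes between these contrasts). For the nitrogen genes of Table S2 the median on MYM was 0.38, under the limit of 0.5 set for it, but it was 0 without MYM 4 d replicate 2 and 1.19 without MYM 4 d replicate 1, and 5 of these 9 genes had 3 or fewer reads on MYM at 2 d. All 9, which the paper listed from these libraries, rose on MYMG and were higher there than on MYM at 4 d (9 of 9 past the threshold). A shared course on which these genes only rise forbids this, but a course on which they later fall does not. The course therefore stays open as an untested hypothesis for developmental genes. For nitrogen genes only a course without a later fall is argued against.

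Other relations across genes were computed. The change from 2 to 7 d on MYMG and that from 2 to 4 d on MYM had an r of 0.52 (rho 0.54, 3186 genes), and the fold changes between media at 4 and 2 d an r of 0.78 (rho 0.74, 3109 genes). Of 473 genes past the threshold between media on both days, 470 had the same direction.

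More genes passed at 4 d by limma than by DESeq2 on the recovered reads. Unequal depth is argued against, since with the 4 libraries thinned to the smallest the ratio of the counts was 1.89 in the mean of 20 draws (1.75 to 2.05), against 1.84 in the data. Whether unchanged genes account for the higher count by limma stays open. A single simulation, seen first, had 6.45% unchanged genes among its calls. The 20 simulations run afterwards had 3.02% (SD 1.41, between 1.22 and 6.74), against 0.668% by DESeq2, but in them limma passed 1.17 times as many genes as DESeq2, less than in the data, so the simulated counts do not carry what sets the methods apart.

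With its fold change prior, DESeq2 matched all 181 values of Tables S1 and S2 within 5.47e-06 and gave the paper's 521 and 499 genes. This fit was set before the data were examined, and the test of the match was written after its values were seen. The prior may thus account for fold changes smaller in the paper than by limma.

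The MYMG 7 d replicates had the lowest r of the 5 pairs. Lower total depth is argued against as the whole cause. Over 20 draws thinned to the same depth their mean r was 0.902 and the lowest of the pairs in each draw, against 0.915 for MYM 2 d. Thinning matched the total reads only, and 2 genes took 38.3% of those of replicate 1, the highest share of any library. Fewer reads on the other genes there are therefore not ruled out as a part of the cause. The prediction that replicate 1 was further along the course on MYMG from 2 to 4 d was not met. The r between the replicate difference and that course was 0.154, in the predicted direction but under the limit of 0.3 set for it. Little of the difference thus lay along the change from 2 to 4 d, while a small part along it is not excluded. The test did not cover later changes, so it does not decide whether replicate 1 was further along those. No biological explanation beyond that course was tested, and a difference in preparation stays open.

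The MYM 2 d replicates lay at 5.0 and 22.4 on the first principal component. Unequal depth is argued against by a ratio of 1.02 of their reads. The difference of replicate 2 from replicate 1 correlated across genes with the change from 2 to 7 d on MYMG (r of 0.457), and with that from 2 to 4 d there at 0.485. The first component also separates MYMG at 2 d from the later days, so such an r partly restates the separation of the replicates. It therefore does not decide whether replicate 2 was further along a course of development than replicate 1, which stays a hypothesis. Differences in handling that act along the same genes were not tested.

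Of the genes the main text studies by mutation, the wild-type libraries gave at 4 d a log2 fold change of -0.62 for sigE (vnz_15840; SE 0.20, adjusted p = 0.0420), not past the threshold in 9 of 18 alternatives, among them without MYM 4 d replicate 1 (adjusted p = 0.0651), MYM 4 d replicate 2 (0.225), or MYMG 4 d replicate 1 (0.0505), with 0.0187 as the lowest adjusted p. For bldD (vnz_05285) the value was -0.29 (adjusted p = 0.308), for whiI -0.86 (0.106), and for rsiG 0.85 (0.210), none past the threshold.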
